# Deacetylation of YAP1 Promotes the Resistance to Chemo- and Targeted Therapy in FLT3-ITD^+^ AML Cells

**DOI:** 10.3389/fcell.2022.842214

**Published:** 2022-05-17

**Authors:** Panpan Feng, Jingru Zhang, Juan Zhang, Xiaomin Liu, Lina Pan, Dawei Chen, Min Ji, Fei Lu, Peng Li, Guosheng Li, Tao Sun, Jingxin Li, Jingjing Ye, Chunyan Ji

**Keywords:** FLT3-ITD^+^ AML, resistance, Yap1, HDAC10, PARP1

## Abstract

The FLT3-ITD mutation occurs in about 30% of acute myeloid leukemia (AML) and is associated with poor prognosis. However, FLT3 inhibitors are only partially effective and prone to acquired resistance. Here, we identified Yes-associated protein 1 (YAP1) as a tumor suppressor in FLT3-ITD^+^ AML. YAP1 inactivation conferred FLT3-ITD^+^ AML cell resistance to chemo- and targeted therapy. Mass spectrometric assay revealed that DNA damage repair gene poly (ADP-ribose) polymerase 1 (PARP1) might be the downstream of YAP1, and the pro-proliferative effect by YAP1 knockdown was partly reversed *via* PARP1 inhibitor. Importantly, histone deacetylase 10 (HDAC10) contributed to decreased YAP1 acetylation levels through histone H3 lysine 27 (H3K27) acetylation, leading to the reduced nuclear accumulation of YAP1. Selective HDAC10 inhibitor chidamide or HDAC10 knockdown activated YAP1, enhanced DNA damage, and significantly attenuated FLT3-ITD^+^ AML cell resistance. In addition, combination chidamide with FLT3 inhibitors or chemotherapy agents synergistically inhibited growth and increased apoptosis of FLT3-ITD^+^ AML cell lines and acquired resistant cells from the relapse FLT3-ITD^+^ AML patients. These findings demonstrate that the HDAC10-YAP1-PARP1 axis maintains FLT3-ITD^+^ AML cells and targeting this axis might improve clinical outcomes in FLT3-ITD^+^ AML patients.

## Introduction

Acute myeloid leukemia (AML) represents a group of highly heterogeneous myeloid malignancies characterized by acquired genetic abnormalities in hematopoietic progenitors. Among these recurrent mutations, internal tandem duplications (ITDs) of the FMS-like receptor tyrosine kinase 3 (FLT3) are the most frequent, presenting in 25–30% AML patients. Patients with FLT3-ITD mutation have a high risk of relapse and low cure rates (Kiyoi et al., 2005; De Kouchkovsky et al., 2016; Daver et al., 2019). Despite several FLT3 inhibitors, such as sorafenib, midostaurin, gilteritinib, and quizartinib (AC220), having been approved for targeted therapy in clinical usage, a large number of FLT3-ITD^+^ AML cases only achieve a transient clinical response and gradually become resistant to monotherapy or in combination with conventional chemotherapy (Papaemmanuil et al., 2016; Daver et al., 2019). It is now widely accepted that the defects in the core machinery of the DNA damage pathway contribute to drug resistance (Caracciolo et al., 2021; Wang et al., 2021). Moreover, we have previously shown the important function of DNA damage repair gene poly (ADP-ribose) polymerase 1 (PARP1) in the progression of AML (Wang et al., 2015). Thus, exploration of novel effective therapeutic agents is urgently needed to prevent FLT3-ITD^+^ AML resistance and improve patient prognosis. Identifying molecular mechanisms involved in FLT3-ITD^+^ AML maintenance and drug resistance may therefore be the key to providing such novel treatment approaches.

Yes-associated protein 1 (YAP1) is one of the key transcriptional effectors in the Hippo pathway, which is a crucial regulator of tissue homeostasis, organ size, and cell proliferation. Once cells proliferate to a high density and the Hippo pathway is activated (Zhao et al., 2007), phosphorylated YAP1 will promote its cytoplasmic retention and subsequent degradation by the ubiquitin proteasome pathway (Yu and Guan, 2013; Ma et al., 2016; Meng et al., 2016). Relatively, unphosphorylated YAP1 entering into the nucleus, where YAP1 activates transcription factors, alters the expression of genes involved in cell proliferation and apoptosis (Pobbati and Hong, 2013). YAP1 has been demonstrated to play a critical role in the development and progression of cancers (Pan, 2010; Moroishi et al., 2015). YAP1 has recently been defined to limit cancer transformation in response to DNA damage (Pefani and O'Neill, 2016). It behaves as an oncogene in several solid tumors and hematologic malignances, including chronic myeloid leukemia (CML) (Bertini et al., 2009; Cottini et al., 2014; Li et al., 2016). Nevertheless, YAP1 was also found to be a tumor suppressor gene. Specifically, restoring the level of YAP1 significantly inhibits proliferation and increases chemosensitivity of hepatic carcinoma cells (Bai et al., 2013). Therefore, the role of YAP1 is cell context–dependent and its effect on FLT3-ITD^+^ AML maintenance needs to be further clarified.

Aberrant histone deacetylase (HDAC) expression and the association with poor prognosis are well reported in several types of human solid cancers and specifically in AML (West and Johnstone, 2014; San José-Enériz et al., 2019; Zhou et al., 2021). Histone modifications have been central in the understanding of post-translational modifications and their effects on the regulation of gene expression. Therefore, it is not surprising that aberrant activity of HDACs can cause deregulated gene expression and protein function, which may serve as pivotal mechanisms to promote tumorigenesis and drug resistance. In the case of AML, mutations in HDAC genes have not been detected, but interestingly, it has been described that oncogenic fusion proteins can recruit HDACs to specific gene promoters to drive leukemogenesis. For instance, AML1-ETO chimeric fusion protein recruits HDAC1, HDAC2, and HDAC3, silencing AML1 target genes and therefore leading to differentiation arrest and transformation (Liu et al., 2006). Moreover, HDAC3 enhances the DNA damage repair capability of leukemia cells through activating AKT and thereby protecting leukemia cells from chemotoxicity, suggesting that HDACs can participate in drug resistance by facilitating DNA damage repair (Lahue and Frizzell, 2012). However, no reports have been published regarding the role of HDACs in the regulation of YAP1 in leukemia. Our preliminary study demonstrated that HDAC inhibitor chidamide treatment concomitantly facilitated the nuclear localization of YAP1 and enhanced its acetylation level in FLT3-ITD^+^ AML cells, which led us to conduct the current study to determine whether and how dysregulation of YAP1 could contribute to chidamide-induced inhibitory effects in human AML.

In this study, our data identified a suppressive role of YAP1 in FLT3-ITD^+^ AML. These results provided supportive evidence that YAP1 inactivation could be involved in the resistance to chemo- and targeted therapy in FLT3-ITD^+^ AML cells. Selective HDAC10 inhibitor in combination with FLT3 inhibitors or chemotherapy showed a synergistic cytotoxic effect on the resistant FLT3-ITD^+^ AML patient cells. We proposed that simultaneous targeting of FLT3 and HDAC10 may be a promising strategy to improve the treatment outcome of FLT3-ITD^+^ AML.

## Materials and Methods

### Patient Samples

Bone marrow (BM) samples from FLT3-ITD^+^ AML patients were obtained from Qilu Hospital, Shandong University, including cases with sorafenib-sensitive FLT3-ITD^+^ AML (*n* = 5) and cases with relapsed/refractory FLT3-ITD^+^ AML (*n* = 5). FLT3-ITD^+^ AML cases were defined according to the classification in the NCCN guidelines and received FLT3 inhibitor sorafenib combined with chemotherapy. The detailed information of AML patients is provided in Supplementary Table S1. The study is approved by the Qilu Hospital Ethics Review Board in accordance with the Declaration of Helsinki. Acquisition of bone marrow samples was performed with the informed consent of the patients. Mononuclear cells were isolated by density gradient centrifugation using Lymphocyte Separation Medium (Haoyang, China) and cultured in IMDM (Gibco, United States) supplemented with 10% fetal bovine serum (Gibco, United States), and 1% penicillin/streptomycin.

### Cell Lines and Culture

The FLT3-ITD^+^ human leukemic cell lines MV4-11 cell line and MOLM13 were grown at 37°C, 5% CO_2_ in Iscove’s Modified Dulbecco’s Medium (IMDM, Gibco, United States) supplemented with 10% fetal bovine serum (FBS, Gibco, United States) and 1% penicillin/streptomycin, respectively.

Sorafenib-resistant cell models are developed in the laboratory by long-time exposure of cells growing in cell culture to incremental concentrations of sorafenib. Briefly, the method comprises two steps. In the adaptation stage, MV4-11 cells and MOLM13 were treated with sorafenib for 48 h by a stepwise increase in drug concentration from 10 to 50 nmol/L (10, 25, and 50 nmol/L). After each dose-induced step, we discarded apoptotic cells and amplified surviving cells in a sorafenib-free culture medium. The cells were then exposed to the next increment of sorafenib. In the consolidation stage, previously selected cells were treated with different final concentrations of sorafenib (50 nmol/L) until they grew normally in a conditioned medium. The surviving daughter resistant cells are then compared to the parental sensitive cells using combination cell viability assays, CCK8 assay.

### Reagents

Chidamide (CS055, purity >95%) was supplied by Chipscreen Bioscience Ltd. (Shenzhen, China) and dissolved in dimethyl sulfoxide (DMSO) to obtain a stock solution of 10 mM. PARP1 inhibitor Olaparib (AZD2281, KU0059436) was supplied by Selleck (United States) and dissolved in DMSO to obtain a stock solution of 10 mM. Sorafenib, Midostaurin, and AC220 were supplied by Medchemexpress (United States) and dissolved in DMSO to obtain a stock solution of 10 mM. The stock solutions were stored at −80 °C. They were diluted to the required concentrations in subsequent experiments with culture medium.

### Lentiviral Transduction

Lentiviral constructs expressing YAP1 were purchased from Genechem (Shanghai, China). We introduced object lentivirus or control lentivirus into MV4-11 cells seeded in 24-well plate for 5 × 10^4^ cells. After 3 days, the infected cells were subject to puromycin (4 μg/ml) selection for 7 days. Puromycin-resistant colonies were picked up and then expanded in 6-well plates.

### siRNA Transfection

YAP1 siRNA was purchased from Genepharma (Shanghai, China). MV4-11 cells were transfected with 100 nM siRNA using lipofectamineTM 2000 (Invitrogen). Then, 24 h post transfection, the transfected cells were treated with 10 μM of Olaparib and viable cell counts were quantified by CCK8 assay, and 48 h post transfection, the transfected cells were collected for Western blot.

### Total RNA Isolation and RT-qPCR

Total RNA was isolated using Trizol (TaKaRa, China) according to the manufacturer’s protocols. RNA (1 μg) was reverse transcribed into cDNA using RT reagent kit (TaKaRa, China). The quantitative real-time polymerase chain reactions were performed by an Applied Biosystem 7900HT System (ABI) with appropriate primers, using SYBR Green PCR Master Mix (Toyobo, Japan). The human housekeeping gene GAPDH was used as the RNA-loading control. Each sample was amplified in a 10 μl reaction volume according to the manufacturer’s instructions. The primers used in this assay were: YAP1, forward primer: CCA​CAG​GCA​ATG​CGG​AAT​ATC, reverse primer: GGT​GCC​ACT​GTT​AAG​GAA​AGG; VCP, forward primer: AGT​TGC​CAA​GGA​TGT​GGA​CT, reverse primer: GGT​TTG​TCT​GCC​TCT​CTC​GT; PARP1, forward primer: GAA​TGC​CAG​CGT​TAC​AAG​CC, reverse primer: TCT​CCC​TGA​GAC​GTA​TGG​CA; GAPDH, forward primer: GCA​CCG​TCA​AGG​CTG​AGA​AC, reverse primer: TGG​TGA​AGA​CGC​CAG​TGG​A.

### Western Blot

The protein expression levels were determined by staining with primary antibodies and relevant secondary (1:5000, Zhongshanjinqiao, China) antibodies. The primary antibodies [PARP, #9532; γ-H2AX, #9718; TATA-binding protein (TBP), #44059; H3, #4499; AceH3(K27), #8173, cell signaling technology, Herts, United Kingdom; YAP1, #13584-1-AP, Proteintech, China] were diluted at 1:1000 in 5% fat-free milk phosphate-buffered saline (PBS, Servicebio, China) with 0.05% TWEEN 20 (Solarbio, China) (PBST). Anti-β-actin (1:1000, #ZM-0003SMA, Zhongshanjinqiao, China) was used as the loading control of cell lines, and GAPDH (1:1000, #60004-1-Ig, Proteintech, Wuhan, China) was used as the loading control of primary cells from the relapsed FLT3-ITD^+^ AML patients. The protein bands were visualized using a FluorChem E Chemiluminescent Western Blot Imaging System (Cell Biosciences). The bidimensional optical densities of proteins on the films were quantified and analyzed with Quantity One software (ImageJ), and the relative values were calculated by comparing with the loading control.

### Cell Counting Kit-8

The cytotoxic effects of homoharringtonine calculated by comparing with ringtonine (HHT), cytarabine (Ara-C), sorafenib, midostaruin, and AC220 with or without chidamide on MV4-11 cells were determined by the Cell Counting Kit-8 (CCK-8, Beibo, China) assay. Cells (1 × 10^5^ cells/well) were seeded in 96-well plates containing 100 μl growth medium and treated with designated doses of HHT, Ara-C, sorafenib, midostaruin, and AC220 in combination with or without 2, 4 μM chidamide and incubated at 37°C in a 5% CO_2_ incubator for 48 h; CCK-8 reagents (10 μl/well) were then added and continued to incubate for an additional 2–4 h; finally, absorbance (450 nm) was measured by a microplate reader (Thermo Scientific) and IC50 determination was calculated.

### Apoptosis

Cells were treated with HHT, Ara-C, sorafenib, midostaruin, and AC220 with or without chidamide for 24 h, stained with Annexin V/PI (BestBio, Shanghai, China) or Annexin V/7-AAD (BestBio, Shanghai, China) for 15 min at room temperature in the dark according to the manufacturer’s instructions, and apoptosis was analyzed by flow cytometry (Beckman Coulter).

### Subcellular Fractionation

The chidamide-treated MV4-11 cells were lysed with a Nuclear Protein Extraction Kit (BestBio, Shanghai, China) in proper conditions to obtain two fractions: one fraction enriched in cytoplasm/membrane proteins, and one in nuclear proteins. The cells were treated with 200 μl buffer A added with proteases and phosphatase inhibitors. After 15 min of mild agitation in ice, the cells were centrifuged at 400×g at 4°C. The supernatant was then centrifuged at 15000 × g to clarify the extract and the supernatant, representing the cytoplasm/membrane enriched fraction, was collected. The pellet obtained from the 400 × g centrifugation was treated with 100 μl buffer B added with protease and phosphatase inhibitors, mildly agitated for 40 min in ice, and then centrifuged at 15000 × g at 4C. The supernatant was collected and the nuclear enriched fraction was represented.

### Immunofluorescence

Cells were cultured with or without 2, 4 μM chidamide for 24 h. The cells were harvested and dropped in glass coverslips, which were then fixed with 4% paraformaldehyde for 20 min, followed by washing thrice with PBS, permeabilizing with 0.1% Triton X-100 (Sigma) for 15 min, and blocking with 5% BSA in PBS for 1 h at room temperature (RT). The samples were then stained overnight at 4°C with primary antibody against YAP1 (1:100, Cell Signaling, United Kingdom), followed by incubation with FITC goat anti-rabbit IgG (Sigma) for 1 h at RT in the dark, and then were counterstained using DAPI. Subsequently, the coverslips were mounted on glass slides and cell nuclei. The cells were scanned and images were captured by a fluorescence microscope.

### RNA Sequencing

We performed RNA sequencing of MV4-11 cells cultured in the presence of low-dose sorafenib of 10 nM for 24 days. The total RNAs were isolated from Trizol. Complementary DNA (cDNA) libraries were prepared with the RNA Hyper Prep Kit according to the manufacturer’s instructions, and high-throughput sequencing of the cDNA libraries was performed on an Illumina X ten platform for 150 bp paired-end sequencing. |Log2Fold change| >1 and false discovery rate *p* < 0.05 were set as the cutoffs to screen for differentially expressed genes. The fragments per kilobase of transcript per million reads mapped (FPKM) assay was applied to measure transcript expression levels in RNA sequencing isoform quantification software.

### Co-Immunoprecipitation

MV4-11 cells were treated with or without 2 μM chidamide for 24 h. Cell lysates were prepared by lysing cells in buffer containing 25 mM Tris-HCl (pH 7.4), 150 mM NaCl, 1% NP-40, 1 mM EDTA, and protease and phosphatase inhibitors (Thermo Scientific, #87787), and cell debris was removed by centrifugation. Total protein was incubated with anti-YAP1 or anti IgG antibodies (16 h, 4°C, rotation), and then protein A/G PLUS Agarose beads were added (20 μl, 1 h, 4°C, rotation; Santa Cruz Biotechnology). The captured agarose beads Ab–Ag complexes were washed (five times, PBS) and detected by Western blot with rabbit polyclonal YAP1 antibody (#13584-1-AP, Proteintech, Wuhan) and pan-acetylation antibody (#66289-1-Ig, Proteintech, Wuhan).

### Immunoprecipitation and Mass Spectrometry

Cell lysates were prepared by lysing cells in buffer containing 25 mM Tris-HCl (pH 7.4), 150 mM NaCl, 1% NP-40, 1 mM EDTA, and protease and phosphatase inhibitors (#87787, Thermo Scientific). Total protein was then incubated with anti-YAP1 or anti IgG antibodies (16 h, 4°C, rotation), and protein A/G PLUS Agarose beads were added (20 μl, 1 h, 4°C, rotation). The captured agarose beads Ab–Ag complexes were washed (five times, PBS) and detected by sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-page), followed by dyeing the strips with coomassie brilliant blue, cutting the strips in the lanes, and mixing them for mass spectrometry analysis, which was performed by Thermo’s Q Exactive™ LC/MS system. Next, the YAP1-interacting proteins of control and YO groups selected Score Sequest HT ≥ 1.5, deleted contaminating proteins, and removed high molecular weight proteins and negative reference proteins of the IgG group.

### Statistical Analyses

Data are presented as mean ± standard deviation (SD). Each experiment was repeated in triplicate at least. Differences between two groups were analyzed using an unpaired Student t-test. Differences between three or four groups were analyzed using one-way ANOVA or two-way ANOVA followed by LSD test with normally distributed data. The Mann–Whitney U test was used for cases with unequal variances. *p* < 0.05 was considered statistically significant.

## Result

### YAP1 Played a Tumor Suppressor Role in FLT3-ITD^+^ AML

It is well known that YAP1 plays a pivotal role in the pathogenesis and progression of cancers, including leukemia (Li et al., 2016). Due to the uncertain effect of YAP1 on FLT3-ITD^+^ AML, we performed the bioinformatics analysis of YAP1. Based on GEO and TCGA database, the expression level of YAP1 was lower in AML cells than that in normal cells (Figure 1A and Supplementary Figure S1A). Compared to FLT3-ITD^WT^ AML patients, the YAP1 expression was even lower in FLT3-ITD^+^ AML patients (Figure 1B). Similar results were found in FLT3-ITD^WT^ and FLT3-ITD^+^ cell lines (Supplementary Figure S1B,C). To explore the potential role of YAP1, we overexpressed YAP1 in MV4-11 cells and MOLM13 cells by lentivirus infection. Overexpression of YAP1 was verified by RT-qPCR and Western blot (Figures 1C,D). YAP1 upregulation markedly inhibited growth and induced apoptosis of FLT3-ITD^+^ AML cells (Figures 1E,F). In addition, the decreased expression of YAP1 was associated with worse prognosis in AML patients (Figure 1G). These results demonstrated that YAP1 might be a tumor suppressor in FLT3-ITD^+^ AML.

**FIGURE 1:**
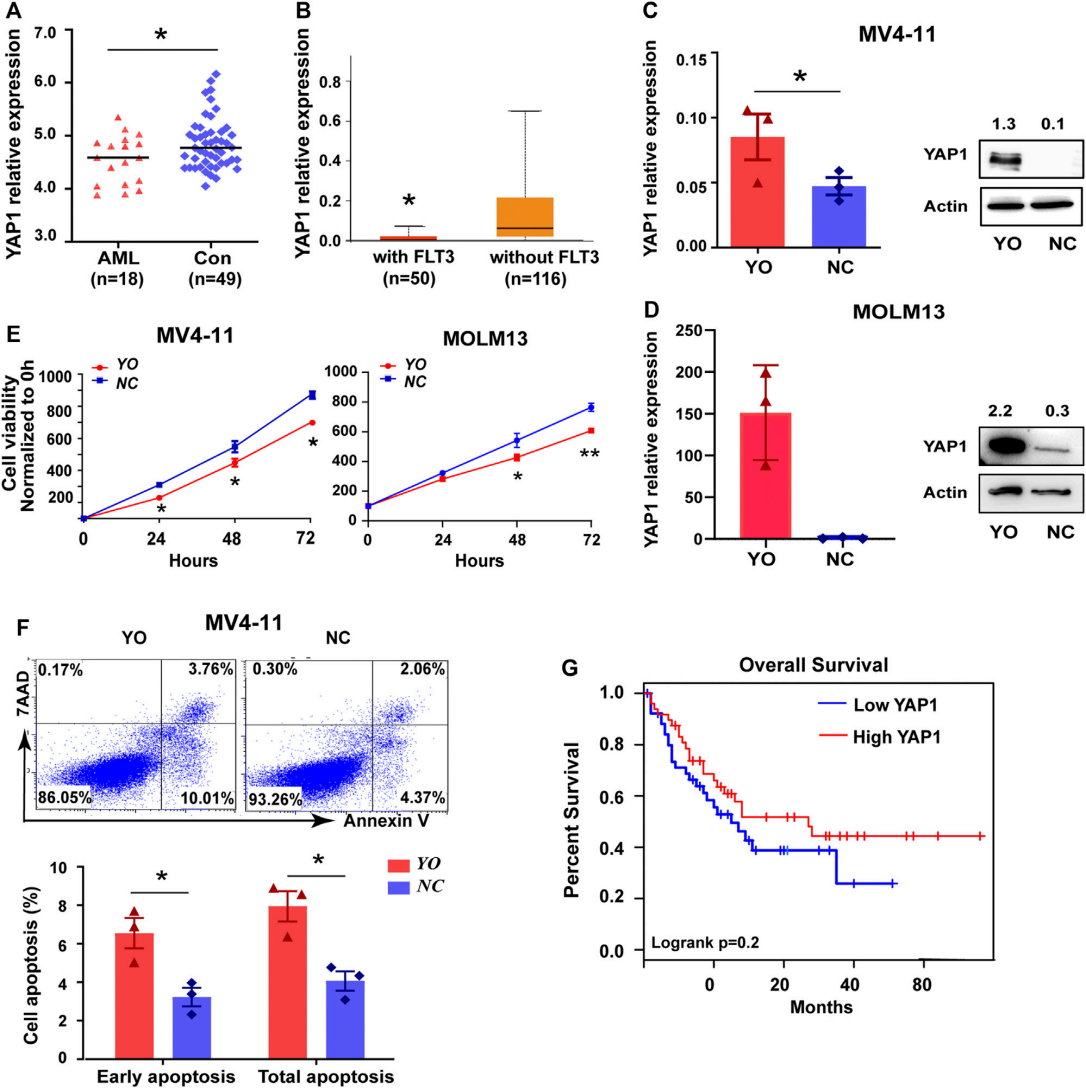
YAP1 plays a tumor suppressor role in FLT3-ITD^+^ AML. **(A)** YAP1 expression in AML patient samples (*n* = 18, red) and control BM samples (*n* = 49, blue) from GEO database, GSE48558. **(B)** YAP1 expression in FLT3 mutant AML patients (*n* = 50, red) and without FLT3 mutant AML patients (*n* = 116, orange) from TCGA database. **(C)** and **(D)** YAP1 overexpression (YO) or control (NC) MV4-11 cells and MOLM13 cells were selected by puromycin, followed by RT-qPCR and Western blot with indicated antibodies. **(E)** Proliferation of YO and NC cells were assessed by CCK8 assays, and proliferation rates at 0, 12, 24, 48, and 72 h were calculated normalized to the absorbance at 0 h. **(F)** Apoptosis of YO and NC cells were measured by flow cytometry. **(G)** OS analysis of AML patients (*n* = 101) using the expression of YAP1 from TCGA database. Data are shown as mean ± SD of three independent experiments; *p < 0.05.

### Inactivation of YAP1 Conferred FLT3-ITD^+^ AML Cell Resistance to Chemo- and Targeted Therapy

To further identify whether YAP1 was involved in the drug resistance of FLT3-ITD^+^ AML, we established two new sorafenib-resistant cell lines, MV4-11-Sor^R^ and MOLM13-Sor^R^. The resistance index was calculated according to the IC50 of resistant cells relative to the parental cells (5-fold) (Supplementary Figure S2A). RNA sequencing offered 285 altered KEGG pathways that conferred resistance to sorafenib, and the Hippo signaling pathway was identified among these pathways (Supplementary Figure S2B,C). 

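MV4-11 is a human acute myeloid leukemia cell line that carries FLT3-ITD, and sorafenib is a small-molecule kinase inhibitor whose targets include FLT3. For the RNA sequencing, untreated MV4-11 cells were collected as day 0, and cells kept in 10 nM sorafenib were collected at days 6, 12, 18, and 24, with 1 library for each day. No difference between days therefore has a replicate check. The methods name the RNA Hyper Prep Kit for the cDNA libraries, whereas the sample labels name an Illumina TruSeq RNA kit, DNase treatment of the RNA, and UDG digestion of the ligation products. The libraries were sequenced as read pairs on an Illumina instrument, and the authors deposited the reads they counted on each of 58735 genes, without normalization, together with FPKM and their own comparisons of pairs of days. The gene identifiers, starts, and ends were those of GENCODE 29 on GRCh38 for all 58735 genes. The paper's text does not name the aligner, the counting program, or the test behind the comparisons. The counts summed to 24092484 at day 0, 22822522 at day 6, 23007047 at day 12, 23701576 at day 18, and 20169557 at day 24. At these depths, a count of 0 allows a gene up to 0.125 CPM at day 0 and up to 0.149 CPM at day 24.

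The counts were scaled with edgeR's TMM factors, and the 16136 genes with at least 50 counts summed over the 5 libraries were compared. The ratio of a day to day 0 is given as the log2 ratio of the scaled counts, with a 95% Clopper-Pearson interval that covers counting error only. A gene was called changed when the log2 ratio exceeded 1 in size, the paper's own cutoff, and an exact test of the reads of the 2 libraries gave an adjusted p-value under 0.05. That test allows for counting error alone, so it compares 2 libraries and not 2 conditions. The scaling matters most at day 24. With scaling to the total count in place of TMM, the median log2 ratio of the tested genes moved by 0.30 at day 24, 0.17 at day 12, 0.13 at day 6, and 0.08 at day 18. Across genes, which are not independent replicates, the log2 expression of the day 24 library had a Pearson's r of 0.868 with day 0, 0.928 with day 6, 0.935 with day 12, and 0.902 with day 18.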

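YAP1, on chromosome 11 of GRCh38 from 102110461 to 102233423, had 0 counts in each of the 5 libraries, and so did TEAD1 (chromosome 11, from 12674591 to 12944483). The YAP1 paralog WWTR1 had at most 2 counts in any library. The KEGG pathway sets of Supplementary Figure S2B,C were not used here. In their place, a list of 29 core Hippo pathway genes was followed from day 0. Of these, 23 had enough counts to be used. Their median log2 ratio was -0.17 at day 6, -0.12 at day 12, -0.41 at day 18, and 0.05 at day 24. Scaled to the total count, it was -0.04, 0.05, -0.33, and 0.35 on these days. Against 10000 random lists of 23 genes matched on mean expression, the medians under TMM lay at percentiles 28.1, 54.97, 1.27, and 81.0. With lists matched on transcript length as well, the percentiles were 11.5, 28.4, 0.76, and 23.3, so the day 24 median moved to the lower side. The day 24 median changed sign to -0.22 when the trend of the log2 ratio with transcript length was removed, and to -0.02 with the authors' FPKM and a pseudocount of 1. It was higher, at 0.10, among genes with at least 500 counts over the libraries, and at 0.35 when scaled to the total count. Among the 23 genes, 3 were called lower at day 6, 1 at day 12, and none at day 18. At day 24, 1 gene was called higher and 2 were called lower. The gene called higher was PTPN14 (chromosome 1, from 214348696 to 214552449), which went from a log2 ratio of -2.20 at day 6 [-2.49, -1.92] to 1.41 at day 24 [1.27, 1.55]. With the length trend removed, its day 24 log2 ratio was 0.36. The genes called lower were SAV1, with a log2 ratio of -1.11 [-1.31, -0.91], and TEAD3, with -1.17 [-1.40, -0.94]. These calls depend on the setting. Scaled to the total count, SAV1 at -0.81 and TEAD3 at -0.87 were within the cutoff, while PTPN14 at 1.71, STK38 at 1.24, NF2 at 1.21, and AMOTL1 at 1.07 exceeded it. With the length trend removed, SAV1 at -0.92 and TEAD3 at -0.96 were within it too, while STK38 at 1.02 and WWC2 at -1.17 were beyond it. The paper states that the Hippo signaling pathway was among the altered pathways.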

Interestingly, the resistant cells showed an even lower YAP1 level than the parental cells (Figures 2A–C). We also found that the YAP1 mRNA level was lower in resistant FLT3-ITD^+^ AML samples (Figure 2D). YAP1 upregulation decreased the IC50 of FLT3 inhibitor sorafenib, HHT, and cytarabine Ara-C, confirming that YAP1 activation could resensitize FLT3-ITD^+^ AML cells (Figure 2E). In addition, apoptotic cell death induced by FLT3 inhibitor and chemotherapeutics increased after YAP1 overexpression in MV4-11 cells (Figure 2F). Our data indicated that downregulation of YAP1 was sufficient to confer resistance to chemo- and targeted therapy in FLT3-ITD^+^ AML.

**FIGURE 2:**
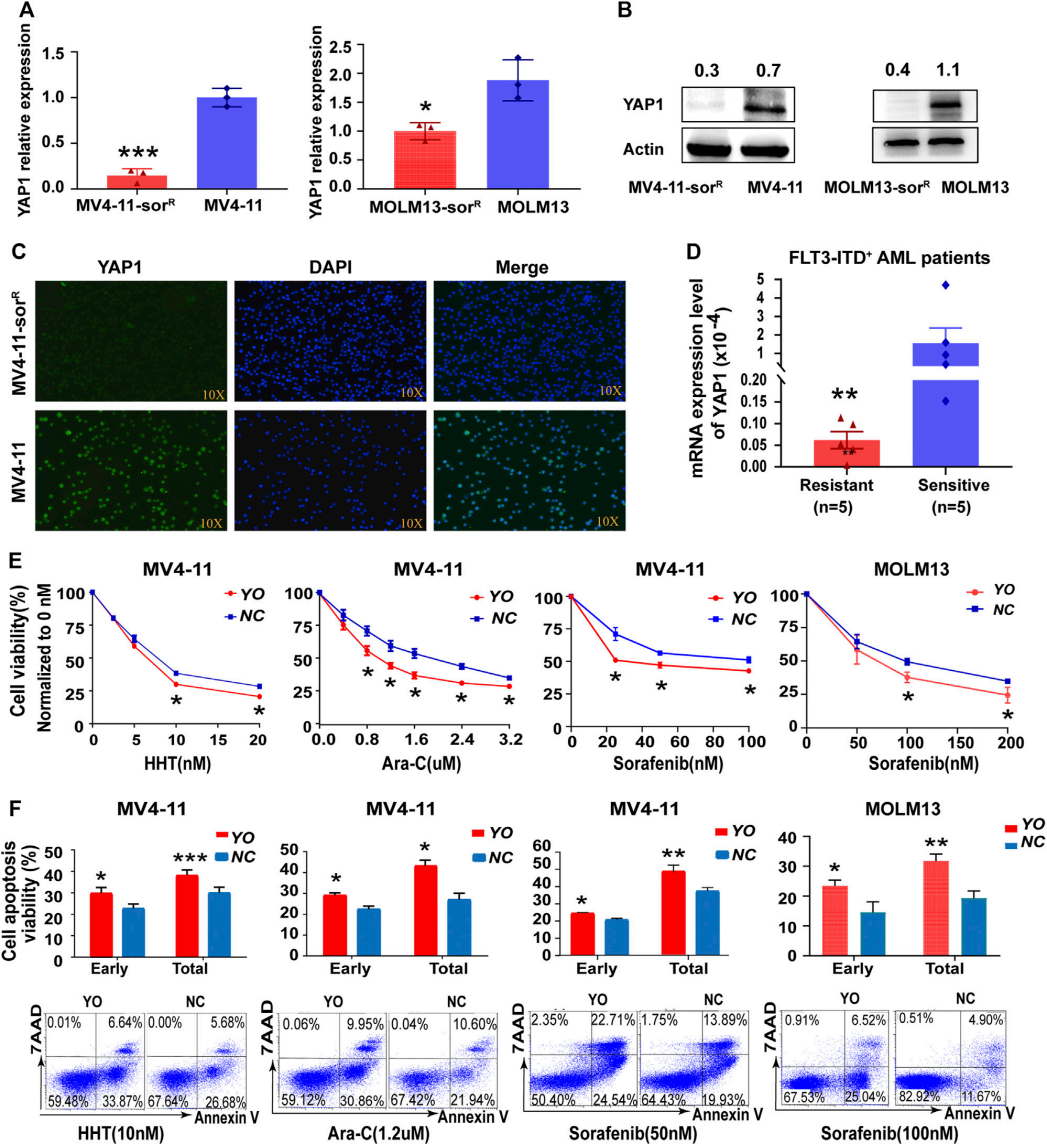
Inactivation of YAP1 promotes drug resistance to chemo- and targeted therapy in FLT3-ITD^+^ AML cells. **(A–C)** YAP1 expression was measured by RT-qPCR, Western blot, and immunofluorescence in sorafenib-resistant cells and the parental cells of MV4-11 and MOLM13. **(D)** YAP1 expression was analyzed in resistant FLT3-ITD^+^ AML patients (*n* = 5, red) and sensitive FLT3-ITD^+^ AML patients (*n* = 5, blue). **(E)** Cell growth inhibition of YO and NC cells was calculated after 48 h of treatment with serial dilutions of homoharringtonine (HHT), cytarabine (Ara-C), and sorafenib. **(F)** YO and NC cells were treated with HHT (10 nM), Ara-C (1.2 μM), and sorafenib (50 nM or 100 nM) for 24 h to measure apoptosis by flow cytometry. Data are shown as mean ± SD; *p < 0.05; **p < 0.01; ***p < 0.001.

### YAP1 Suppression Promoted Resistance Through DNA Damage Response Dependent of PARP1 in FLT3-ITD^+^ AML Cells

Subsequently, we conducted mass spectrometric analysis to explore the molecular mechanism of YAP1 that confers acquired resistance in FLT3-ITD^+^ AML cells. Data showed that a total of 155 proteins were screened out by YAP1 antibody pull-down in control cells; meanwhile, 85 proteins were screened out in YAP1-overexpressed MV4-11-Sor^R^ cells (Supplementary Material). Interestingly, YAP1 upregulation resulted in an obvious change of 36 overlap proteins, including DNA damage repair gene PARP1 and valosin-containing protein (VCP) (Figure 3A). Consistently, RT-qPCR analysis revealed that the PARP1 transcript level reduced by 35%, following activation of YAP1 (Figure 3B). Next, we investigated the DNA damage degree in response to sorafenib. The Western blot analysis of γ-H2AX showed that MV4-11 cells had a distinct higher level of DNA damage response after sorafenib treatment than MV4-11-Sor^R^ cells, demonstrating that MV4-11-Sor^R^ cells are less than MV4-11 cells in the level of damaged DNA induced by sorafenib (Figure 3C).

**FIGURE 3:**
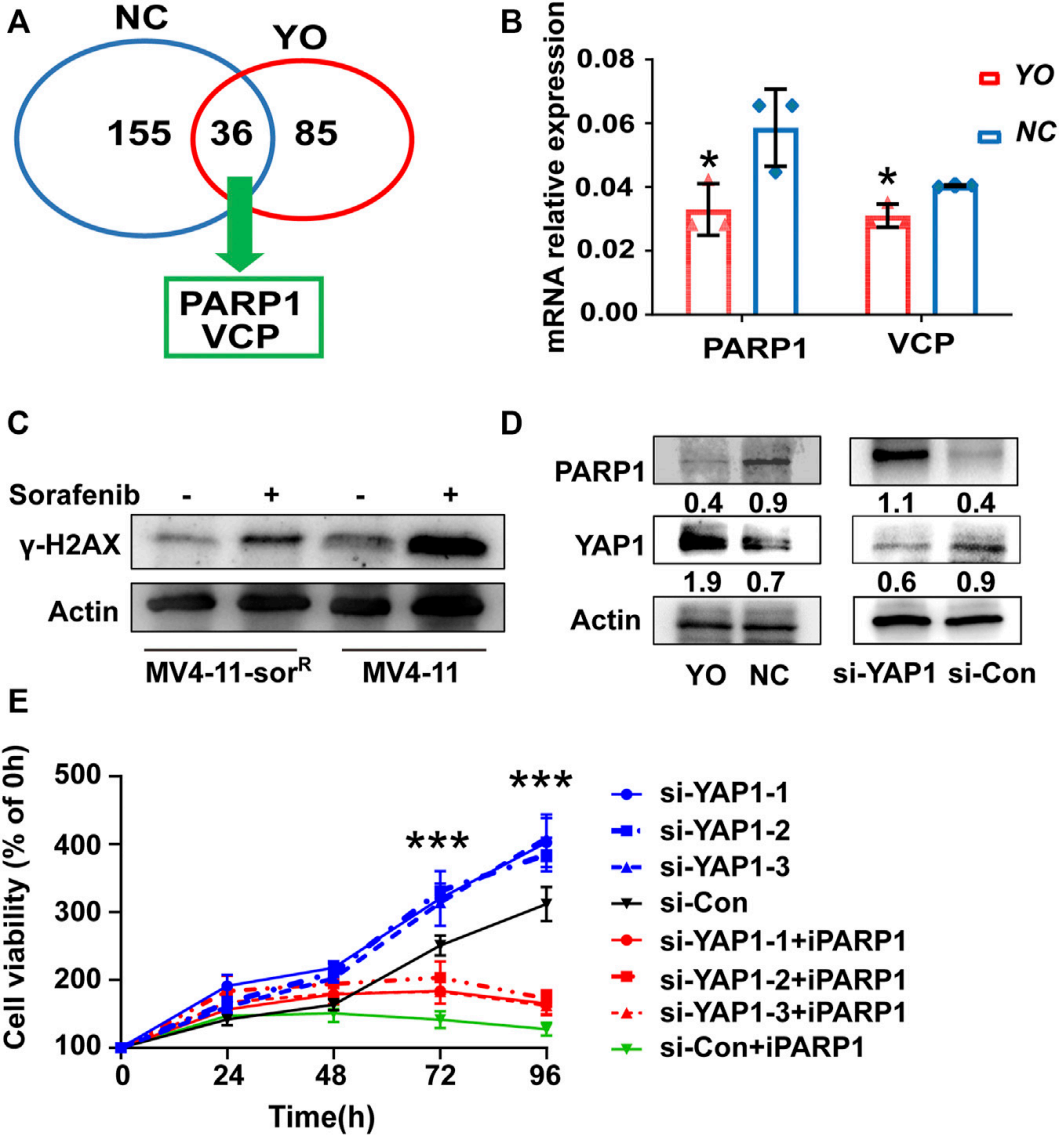
YAP1 suppression promoted FLT3-ITD^+^ AML cell resistance through DNA damage response dependent of PARP1. **(A)** Mass spectrometry analyzed selected proteins (Score Sequest HT ≥ 1.5) of YO (red) and NC (blue) cells. **(B)** RT-qPCR detected the mRNA expression level of PARP1 and VCP in YO and NC cells. **(C)** γ-H2AX protein expression of MV4-11-sor^R^ and MV4-11 cells was examined after 6 h of treatment with or without sorafenib (50 nM). **(D)** PARP1 and YAP1 protein expression was analyzed by Western blot in YO and NC cells as well as in YAP1 knockdown (si-YAP1) and non-silencing scrambled control (si-Con) cells, respectively. **(E)** Proliferation of si-YAP1 and si-Con cells with or without PARP1 inhibitor Olaparib (iPARP1) was assessed by CCK8 assays, and viable cell rates at 12, 24, 48, 72, and 96 h were calculated normalized to the absorbance at 0 h. Data are shown as mean ± SD of three independent experiments; *p < 0.05; **p < 0.01; ***p < 0.001.

To further examine whether PARP1 was the downstream target of YAP1, we carried out gain- and loss-of-function experiments. The siRNA-mediated knockdown of YAP1 was able to increase the protein level of PARP1, and YAP1 activation had an opposite effect (Figure 3D). Notably, the CCK8 proliferation assay showed that small molecular PARP1 inhibitor Olaparib alleviated the pro-proliferative function of YAP1 knockdown to a certain degree (Figure 3E). These results provided the mechanistic evidence that YAP1-mediated FLT3-ITD^+^ AML resistance was in part due to PARP1 activation involved in DNA damage repair.

### HDAC10 Contributed to the Resistance of FLT3-ITD^+^ AML Cells and Selective HDAC10 Inhibitor Chidamide Synergistically Enhanced the Cytotoxic Effect of FLT3 Inhibitors

Although HDAC family members were known as mediators of AML chemoresistance, there was little knowledge about their effects on FLT3-ITD^+^ AML cell resistance (San José-Enériz et al., 2019). In the first instance, we sought to identify altered HDACs that confer acquired resistance of FLT3-ITD^+^ AML cells, following 24 days of post-sorafenib treatment. 

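Between the day 24 and day 0 libraries, 7172 of the 16136 genes were called, 3834 higher and 3338 lower at day 24. This count rests on the error allowed for. With an assumed biological coefficient of variation of 0.4 in place of counting error alone, 1024 genes were called, 771 higher and 253 lower. The split also depended on the scaling, since 53.5% of the calls were higher with TMM, against 67.2% with scaling to the total count, which called 4823 genes higher and 2352 lower. The authors' deposited table gives 4244 genes as higher and 3865 as lower, with 17079 not called. Among the genes tested here, 6473 were called in the authors' deposited table, and 6067 of them were called in the same direction from the counts.

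Among protein-coding genes with a mean of at least 100 counts per library that lay on the same side of day 0 on all 4 treated days, the largest rises at day 24 were in CDHR5, CNR2, CARNS1, SPATC1, and SDK2. CDHR5, a cadherin-related gene on chromosome 11 of GRCh38 from 616565 to 626078, went from 10 counts at day 0 to 425 at day 24. CNR2, the gene of a cannabinoid receptor on chromosome 1 from 23870526 to 23913362, went from 14 counts to 494. CARNS1 (chromosome 11, from 67414968 to 67425607) went from 15 counts to 439, SPATC1 (chromosome 8, from 144012414 to 144047085) from 7 to 197, and SDK2 (chromosome 17, from 73334384 to 73644089) from 167 to 4315. The lower ends of the intervals of these 5 log2 ratios ran from 3.70 for SPATC1 to 4.48 for CDHR5. The largest falls were in CCL2, EGR1, TNF, EGR3, and DDIT3. CCL2, a chemokine gene on chromosome 17 from 34255218 to 34257203, had 412 counts at day 0 and 2 at day 24, a log2 ratio of -7.14 or lower. EGR1, the gene of an early response transcription factor on chromosome 5 from 138465490 to 138469315, had 4020, 127, 287, 1779, and 38 counts on the 5 days in order. Its log2 ratio at day 24 was -6.77 [-7.27, -6.31]. The log2 ratio of TNF (chromosome 6, from 31575567 to 31578336) was -6.67, that of EGR3 (chromosome 8, from 22687659 to 22693302) was -5.96, and that of DDIT3 (chromosome 12, from 57516588 to 57521737) was -5.94. Exons of other genes overlap 39.6% of the exon bases of DDIT3.

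The day 24 ratios followed transcript length. Across the 10920 genes with at least 500 counts over the 5 libraries and a known length, Spearman's rho of the log2 ratio with transcript length was 0.521 at day 24, against 0.162 at day 6, 0.170 at day 12, and -0.005 at day 18. When the tested genes were divided into deciles by length, the median log2 ratio at day 24 was 0.87 in the shortest decile, -0.61 and -0.66 in the next 2, and higher in each longer decile up to 0.70 in the longest.

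**Figure D1:**
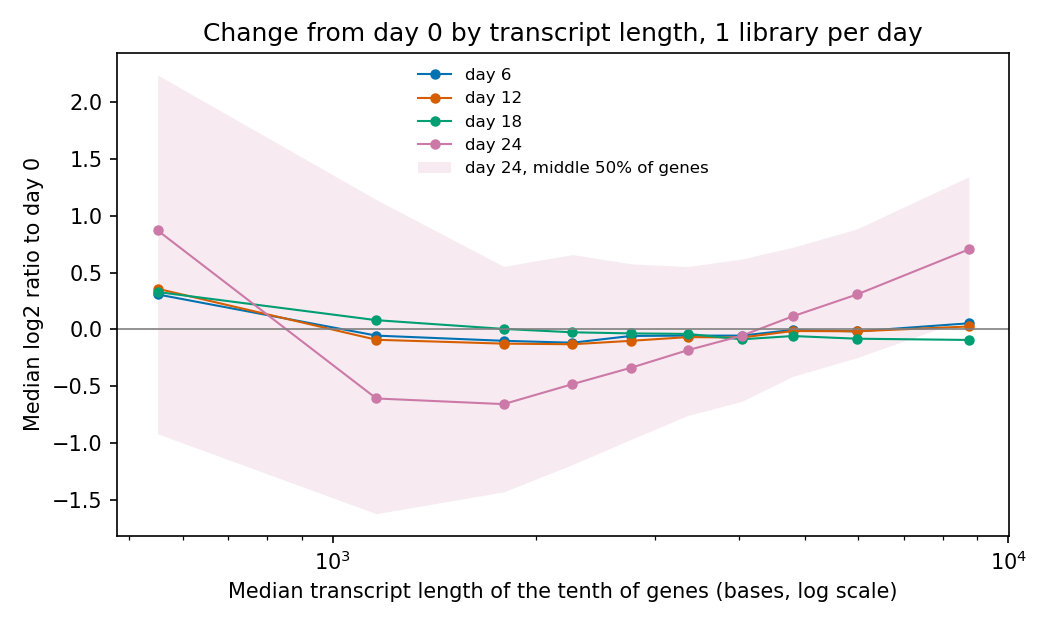
Median log2 ratio to day 0 (vertical axis) against the median transcript length in bases (horizontal axis, log scale) for deciles of the tested genes, 1 line per treated day, each from 1 library. The shaded band spans the middle 50% of the genes at day 24, whose line falls from 0.87 to -0.66 and then rises to 0.70, while the lines of the other days stay close to 0 beyond the shortest decile.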

The volcano plot showed both upregulated and downregulated selected genes as assessed by RNA sequencing in MV4-11-Sor^R^ cells (Figure 4A). 

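HDAC4, HDAC5, HDAC6, HDAC7, HDAC8, and HDAC10 encode deacetylases, and each of these genes had more scaled counts at day 24 than at day 0. HDAC4 (ENSG00000068024) lies on chromosome 2 of GRCh38 from 239048168 to 239401654 and had 1263 counts at day 0 and 3714 at day 24. Its log2 ratio was 1.52 [1.42, 1.61], above that of 96.1% of the 1000 genes nearest in mean expression, and its FPKM went from 4.33 to 11.7. Removing the trend with transcript length, a setting chosen after seeing the data, brought the log2 ratio of HDAC4 to 0.82. HDAC8 (ENSG00000147099), on chromosome X from 72329516 to 72573199, had 252, 319, 320, 251, and 731 counts at days 0, 6, 12, 18, and 24. At day 18 its log2 ratio of -0.06 [-0.32, 0.19] was within counting error of 0, and at day 24 it was 1.50 [1.29, 1.71], at percentile 93.1. Its FPKM went from 0.503 to 1.34. HDAC5 (ENSG00000108840, chromosome 17, from 44076746 to 44123702) had a log2 ratio of 1.03 [0.94, 1.11] at day 24, at percentile 90.8, with FPKM of 9.95 and 19.1. Under the authors' FPKM without a pseudocount the log2 ratio of HDAC5 was 0.94, below the cutoff. HDAC7 (ENSG00000061273, chromosome 12, from 47782722 to 47833132) had a log2 ratio of 0.82 [0.68, 0.95] and FPKM of 3.27 and 5.43. HDAC6 (ENSG00000094631, chromosome X, from 48801377 to 48824982) had a log2 ratio of 0.63 [0.54, 0.73] and FPKM of 6.19 and 9.06. For HDAC6 the ratio of 0.65 at day 6 was already as high.

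HDAC10 (ENSG00000100429), on chromosome 22 from 50245183 to 50251405, had the fewest counts of the 6 genes, with 60, 155, 212, 123, and 94 on the 5 days in order. Its log2 ratio was 1.31 [0.87, 1.77] at day 6, 1.72 [1.299, 2.16] at day 12, 0.98 [0.52, 1.45] at day 18, and 0.61 [0.12, 1.10] at day 24. The day 12 and day 24 intervals do not overlap. The FPKM of HDAC10 were 0.556 at day 0, 1.78 at day 12, and 0.798 at day 24. The day 24 ratio lay above 60.2% of those of the nearest genes. HDAC10 shares 55.8% of its 4951 exon bases with MAPK12, which is on the same strand, so the authors' counting decides which gene receives those reads. MAPK12 had 2007 counts at day 0 and 1676 at day 24. The authors' adjusted p-values that follow compare 1 library with 1 library, so they measure no spread between replicates. Their day 24 p-values matched edgeR's exact test with an assumed biological coefficient of variation of 0.2 for 100% of 25188 genes. In the authors' deposited table, HDAC4 (log2 fold change 1.37, adjusted p = 0.00611) and HDAC8 (1.35, adjusted p = 0.00873) passed the cutoffs at day 24. HDAC5 (0.88, adjusted p = 0.0921) and HDAC10 (0.46, adjusted p = 0.508) did not pass them in the authors' deposited table. At day 12, HDAC10 passed them in the authors' deposited table (1.74, adjusted p = 0.00868). Passing as lower at day 24 in the authors' deposited table were HDAC1 (-1.49, adjusted p = 0.00258), HDAC2 (-1.18, adjusted p = 0.0185), and HDAC3 (-1.02, adjusted p = 0.0458). Other members were lower. The log2 ratio at day 24 was -1.34 for HDAC1, -1.03 for HDAC2, -0.87 for HDAC3, -0.94 for HDAC9, and -0.41 for HDAC11, whose interval [-0.94, 0.12] includes 0. The paper looks for altered HDACs after 24 days of sorafenib. It reports increases by FPKM for HDAC4 to HDAC8 and HDAC10, names no cutoff there, and proposes that these might confer resistance. The FPKM of each of these genes was higher at day 24 here too. For HDAC10 the paper also draws on patient survival, protein in resistant cells, chidamide, and knockdown, which these counts do not address. At the cutoffs given above, the rises of HDAC4, HDAC5, and HDAC8 were called, and those of HDAC6, HDAC7, and HDAC10 were not, while HDAC1 and HDAC2 were called lower. Ratios crossed the cutoff with the setting, including some that were not near it. Scaled to the total count, HDAC7 was at 1.12 and HDAC2 at -0.73. With the length trend removed, HDAC1 at -0.97, HDAC4 at 0.82, and HDAC5 at 0.79 were within the cutoff. HDAC9 at -1.70 and HDAC2 at -1.82 were beyond it in that setting. With the authors' FPKM, HDAC9 was at -1.02 without a pseudocount, and HDAC8 was at 0.64 with a pseudocount of 1.

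**Figure D2:**
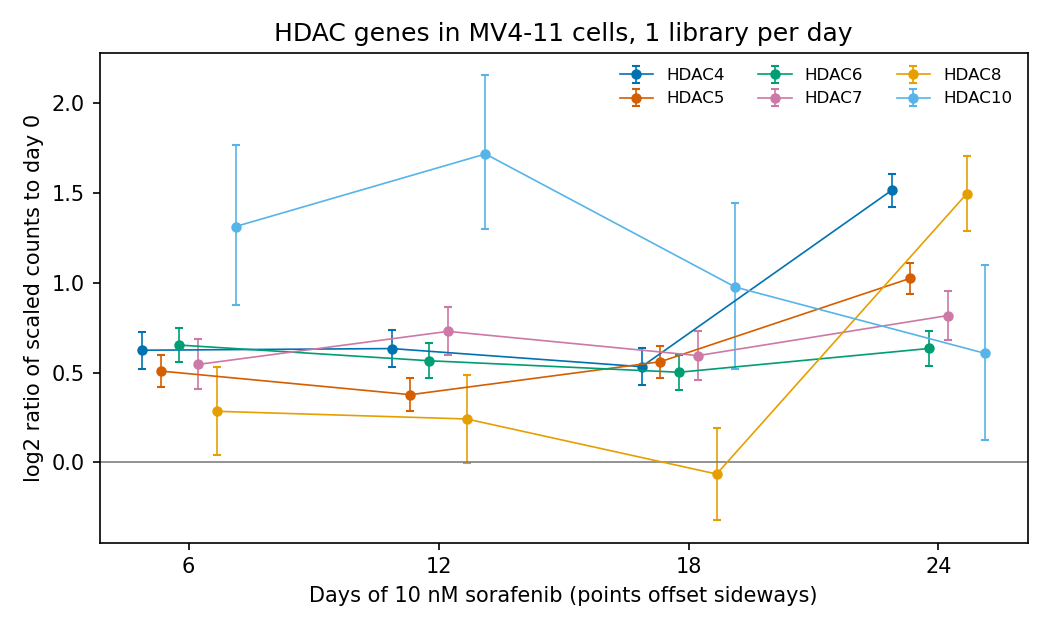
Log2 ratio of scaled counts to day 0 (vertical axis) against days of 10 nM sorafenib (horizontal axis, points offset sideways) for 6 HDAC genes, 1 library per day, with bars for the 95% interval of counting error. HDAC10 is highest at day 12, at 1.72, and HDAC4 and HDAC8 are highest at day 24, at 1.52 and 1.50.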

By FPKM assay, the HDAC4-8 and HDAC10 mRNA expression levels were increased, which might confer resistance (Figure 4B). We subsequently analyzed those upregulated selected genes through TCGA database; only the high level of HDAC10 was indicative of poor survival in AML patients (Figure 4C and Supplementary Figure S3). The HDAC10 protein level was also elevated in MV4-11-SorR cells (Figure 4D). Therefore, HDAC10 might facilitate the resistance of MV4-11 cells. In addition, selective HDAC10 inhibitor chidamide combined with FLT3 inhibitors had a higher inhibitory rate in MV4-11 cells than that in FLT3 inhibitors alone, suggesting that HDAC10 suppression could enhance the sensitivity of FLT3 inhibitors, including sorafenib, midostaurin, and AC220 (Figure 4E). The apoptosis analysis also demonstrated a similar result (Figure 4F). Therefore, HDAC10 might play an important role in poor prognosis and resistance of FLT3-ITD^+^ AML.

**FIGURE 4:**
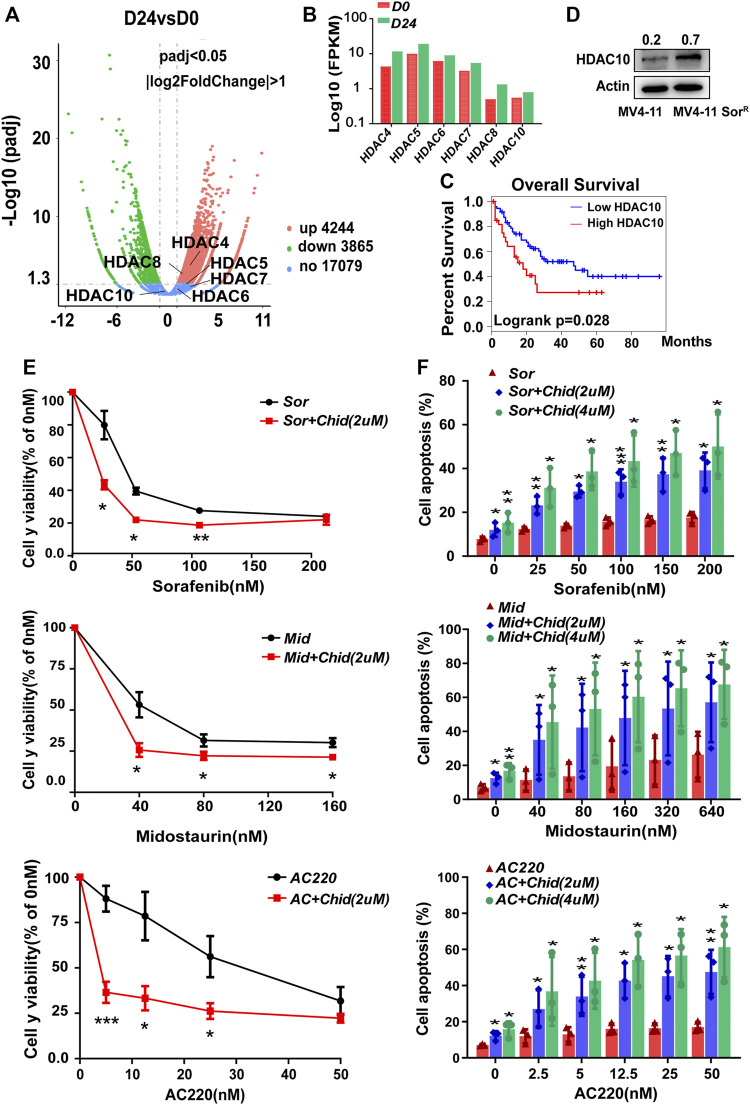
HDAC10 contributed to the resistance of FLT3-ITD^+^ AML cells, and selective HDAC10 inhibitor chidamide synergistically enhanced the cytotoxic effect of FLT3 inhibitors. **(A)** Volcano plot showed both positively (red) and negatively (green) selected genes by the RNA sequence at 24 d post sorafenib treatment. **(B)** Validation of selected genes in the Volcano plot using Fpkm assay in RNA sequence. **(C)** OS analysis of AML patients (*n* = 144) using the expression of HDAC10 from TCGA database. **(D)** Expression level of HDAC10 was analyzed by Western blot in MV4-11 cells and MV4-11-sor^R^ cells. **(E)** Cell growth inhibition of MV4-11 cells was calculated after 48 h of treatment with serial dilutions of FLT3 inhibitors sorafenib, midostaurin, and AC220 combined with chidamide (2 mM). **(F)** MV4-11 cells were treated with serial dilutions of sorafenib, midostaurin, and AC220 combined with chidamide (2uM, 4uM) for 24 h to measure apoptosis by flow cytometry. Data are shown as mean ± SD of three independent experiments; *p < 0.05; **p < 0.01; ***p < 0.001.

### Acetylation Level of YAP1 was Enhanced by HDAC10 Knockdown Through H3K27 Acetylation, Accompanied With the Increased Nuclear Accumulation of YAP1 and the Decreased Expression of PARP1

Next, we investigated whether YAP1 was deacetylated by HDAC10 and further identified the specific lysine acetylation site. HDAC10 expression was dose-dependently decreased by chidamide treatment, leading to the increased expression of YAP1 and the decreased expression of its downstream target PARP1 (Figure 5A). Furthermore, HDAC10 knockdown by siRNA has consistent results with chidamide (Figure 5B). Through the enrichment of Ac-lysine, we uncovered that the YAP1 acetylation level markedly boosted following chidamide treatment (Figure 5C). Western blot revealed that the acetylated level of histone H3 lysine 27 (H3K27) was markedly increased after chidamide treatment (Figure 5D), suggesting that YAP1 might exert its transcriptional control through H3K27 acetylation. In addition, chidamide could induce the nuclear accumulation of YAP1 in a dose-dependent manner as demonstrated by the Western blot analysis (Figure 5E). Thus, these data indicate that inhibition of HDAC10 by chidamide could enhance the acetylation of YAP1 through acetylated H3K27 and impair the ability of nuclear YAP1-induced DNA damage repair.

**FIGURE 5:**
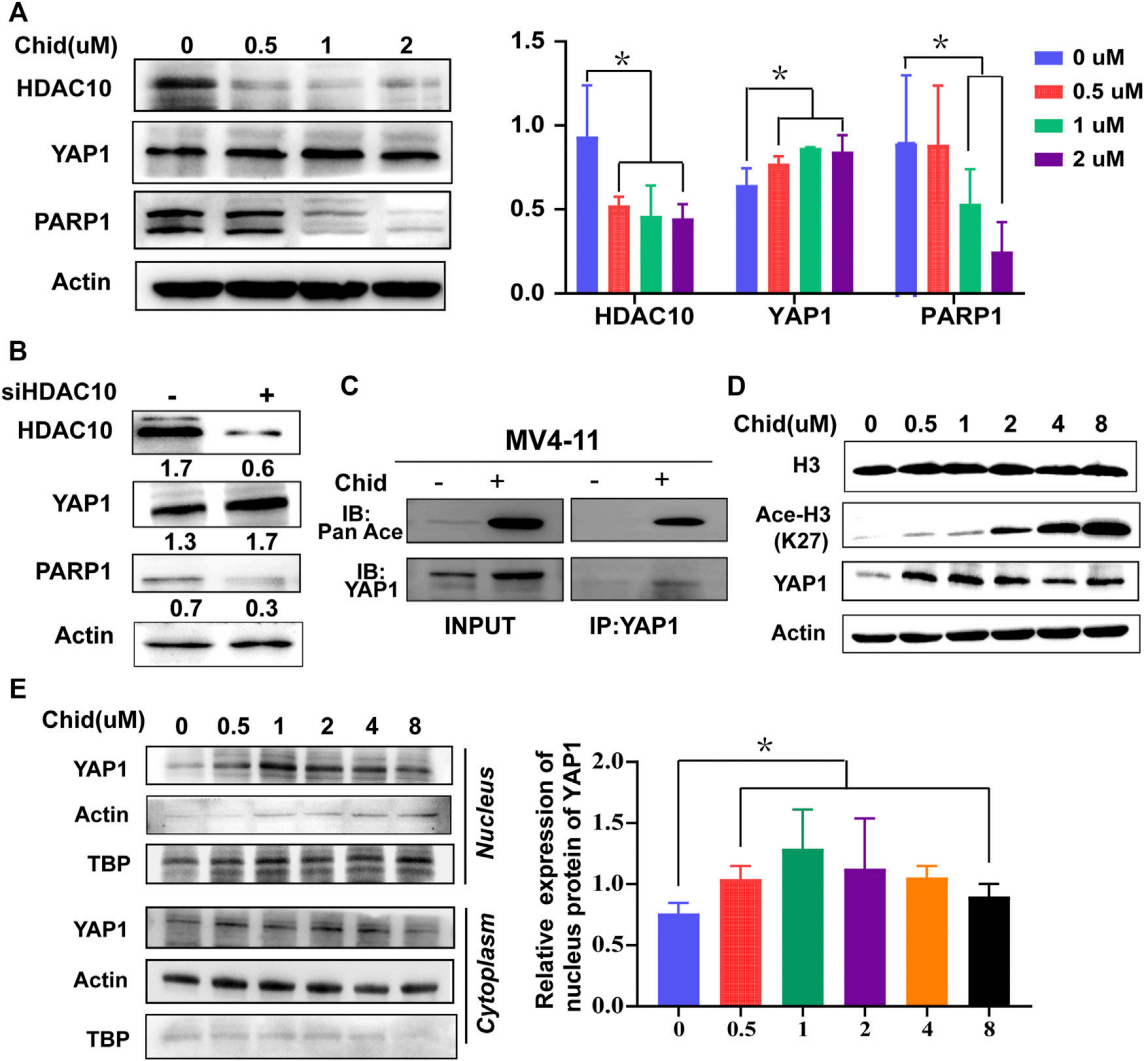
Acetylation level of YAP1 was enhanced by HDAC10 knockdown through H3K27 acetylation, accompanied with the increased nuclear accumulation of YAP1 and the decreased expression of PARP1. **(A)** Expression levels of HDAC10, YAP1, and PARP1 were analyzed by Western blot in MV4-11 cells after treatment with chidamide (0, 0.5, 1, 2*μ*M) for 24 h. **(B)** Expression levels of HDAC10, YAP1, and PARP1 were analyzed by Western blot in YAP1 knockdown (si-YAP1) and non-silencing scrambled control (si-Con) MV4-11 cells. **(C)** Acetylation level of YAP1 was assessed by co-immunoprecipitation assay in chidamide-treated MV4-11 cells. **(D)** Expression levels of Histone3, acetyl H3K27, and YAP1 were analyzed by Western blot in MV4-11 cells after treatment with chidamide (0, 0.5, 1, 2, 4, 8uM) for 24 h. **(E)** Western blot analyzed the cytoplasm and nuclear levels of YAP1.

### Chidamide Potentiated YAP1 Expression and the Combination of Chidamide and FLT3 Inhibitors or Chemotherapy Agents Synergistically Promoted Apoptosis in the Acquired Resistant AML Cells *ex vivo*

To further evaluate the survival-inhibitory effects of either chidamide and/or FLT3 inhibitors or chemotherapy agents on the acquired resistant AML cells, we performed an apoptosis assay in the sorted BMMCs from the relapsed FLT3-ITD^+^ AML patients previously administrated with sorafenib plus HHT and Ara-C. Those acquired resistant AML cells were regarded as insensitive to sorafenib, HHT, and Ara-C. The Western blot analysis showed that a lower YAP1 level was detected in acquired resistant cells and chidamide was able to increase the YAP1 protein levels (Figure 6A). As shown in Figure 6B, we found that 2 or 4 mm of chidamide together with sorafenib exhibited a more pro-apoptosis effect in acquired resistant FLT3-ITD^+^ AML cells. Furthermore, the combination of chidamide and HHT or Ara-C synergistically decreased the amount of viable resistant AML cells (Figure 6C). Together, these results demonstrated that chidamide potentiated YAP1 expression, selectively inhibited cell survival, and the combination of chidamide and FLT3 inhibitors or chemotherapy agents displayed more lethality in acquired resistant FLT3-ITD^+^ AML cells *ex vivo*.

**FIGURE 6:**
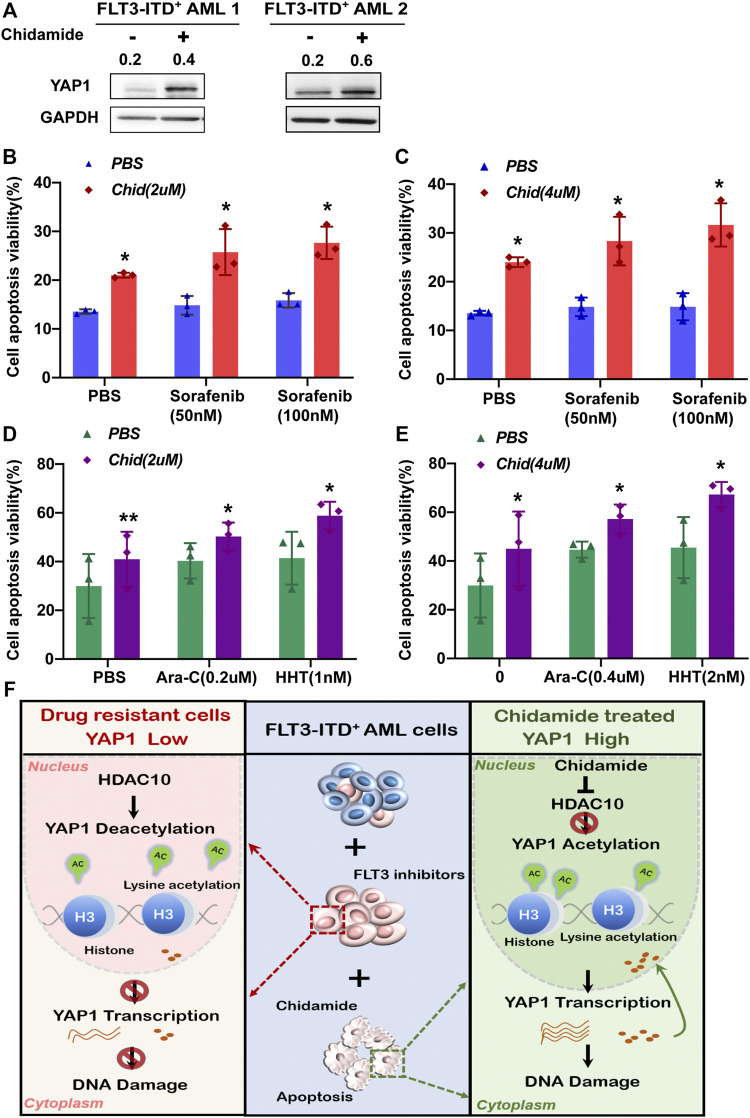
Chidamide-potentiated YAP1 expression and the combination chidamide with FLT3 inhibitors or chemotherapy agents synergistically promoted apoptosis in the acquired resistant FLT3-ITD^+^ AML cells ***ex vivo.* (A)** Expression level of YAP1 was analyzed by Western blot in FLT3-ITD^+^ AML cells after treatment with chidamide for 24 h. **(B)** and **(C)** Apoptosis rate was analyzed by flow cytometry in relapse FLT3-ITD^+^ AML patient cells after treatment with chidamide (2 or 4*μ*M) combined with sorafenib (50 or 100 nM). **(D)** and **(E)** Apoptosis rate was analyzed by flow cytometry in relapse FLT3-ITD^+^ AML patient cells after treatment with chidamide (2 or 4nM) combined with HHT (1 or 2 nM) or Ara-C (0.2 or 0.4*μ*M). **(F)** Schematic summary of this study. HDAC10 mediates the chemoresistance of FLT3-ITD^+^ AML cells to FLT3 inhibitors by deacetylating YAP1. Targeting the HDAC10 sensitizes FLT3-ITD^+^ AML cells to FLT3 inhibitor treatment by enhancing acetylation of YAP1 through acetyl H3K27, promoting its transcriptional control, and strengthening nuclear YAP1-induced DNA damage repair. Data are shown as mean ± SD of three independent experiments; *p < 0.05; **p < 0.01.

## Discussion

Despite the recent advances in AML therapy, the 5-year survival rate of FLT3-ITD^+^ AML patients remains very low (De Kouchkovsky et al., 2016; Daver et al., 2019). In such patients, FLT3 inhibitors are limited by transient clinical responses and the development of acquired resistance that are assumed to be the source of treatment failure. Therefore, a better understanding of molecular events contributing to drug resistance would aid in the development of strategies to improve treatment outcomes of FLT3-ITD^+^ AML patients. In the current study, we characterized the role for YAP1, a new tumor suppressor, in the resistance to chemo- and targeted therapy of FLT3-ITD^+^ AML cells through DNA damage repair. We also demonstrated that HDAC10 downregulation could increase the acetylated level and nuclear accumulation of YAP1, and selective HDAC10 inhibitor in combination with FLT3 inhibitors or chemotherapy showed a synergistic cytotoxic effect on the resistant FLT3-ITD^+^ AML patient cells.

We reported that the expression level of YAP1 was lower in AML cells than that in normal cells, which was even lower in FLT3-ITD^+^ AML patients than in FLT3-ITD^WT^ AML patients. These data for the first time implicated that YAP1 might play a critical role in FLT3-ITD^+^ AML. YAP1, an essential component of the Hippo pathway, is identified as an oncoprotein which participated in the progression of various malignancies (Kowalik et al., 2011; Avruch et al., 2012). Moreover, targeting YAP1 might enhance the response of CML cells to timatinib *via* downregulating the expression of c-MYC and surviving (Li et al., 2016). However, our results suggested YAP1 to be a negative regulator of drug resistance in FLT3-ITD^+^ AML. We believe that the divergent results are not contradictory. Since the gene-regulated network is abundant, they are not only regulated by signals of proliferation and anti-apoptosis (Yu et al., 2010) but also have a relationship with epigenetic regulation, such as methylation and acetylation. Consequently, there may be other pathways that exist which can regulate YAP1 without the Hippo signaling pathway. Here, we clarified that YAP1-mediated FLT3-ITD^+^ AML resistance was in part due to PARP1 activation involved in DNA damage repair. Accordingly, YAP1 is also shown to enhance DNA damage–induced apoptosis of hepatocellular carcinoma cells by modulation of p53 (Bai et al., 2013).

The various functions of YAP1 were determined by abundant transcription factors, which could bind to YAP1 (Wang et al., 2009). In our study, HDAC10 downregulation was found to promote YAP1 acetylation through H3K27 and thus induce nuclear accumulation of YAP1. Consistently, recent data showed that YAP1 largely exerts its transcriptional control by acetylation through HDAC family members, including sirtuin-1 (SIRT1) and HDAC1 (Hata et al., 2012; Demchak et al., 2014; Yuan et al., 2019). SIRT1 is reported to participate in the YAP acetylation of specific residue (K494), and SIRT1-mediated deacetylation is responsible for the regulatory network of YAP and p53, which may contribute to lung tumorigenesis (Yuan et al., 2019). Moreover, the SIRT1-YAP signaling pathway in which YAP is regulated by SIRT1-mediated deacetylation promotes gastric cancer cell growth through an endocrine mechanism (Li et al., 2017). In addition, SIRT1 is activated by the c-MYC oncogenic network in human FLT3-ITD^+^ AML leukemia stem cells (LSCs), which contributes to their maintenance and drug resistance. Inhibition of this oncogenic network could be an attractive approach for targeting FLT3-ITD^+^ AML LSCs to improve treatment outcomes (Li et al., 2014). Recent data also demonstrate that HDAC8 upregulation is an important mechanism to resist FLT3 inhibitors and promote leukemia maintenance; thereafter, HDAC8 inhibition in combination with FLT3 inhibitor treatment could be a promising strategy to treat FLT3-ITD^+^ AML (Long et al., 2020). Together, we speculate that YAP1 deacetylated by HDAC10 upregulation might be a possible mechanism of drug resistance, and a combination of HDAC10 inhibitors and FLT3 inhibitors or chemotherapy would be a promising strategy to overcome drug resistance and achieve sustained remission in FLT3-ITD^+^ AML.

HDAC inhibitors are considered to possess therapeutic properties in various types of cancers, including lung cancer, prostate cancer, breast cancer, multiple myeloma, and lymphoma (Duvic et al., 2007; Crisanti et al., 2009; Huang et al., 2009; Ogawa et al., 2016). It has currently emerged as a promising therapeutic strategy for cancer therapy. Indeed, HDAC inhibitors have shown an ability to induce differentiation and apoptosis in AML (San José-Enériz et al., 2019; Zhang et al., 2021), leading to a good alternative for treatment, especially for those AML patients not suitable for intensive chemotherapy (Lübbert et al., 2020). Here, we reported that chidamide, a selective HDAC10 inhibitor, combined with FLT3 inhibitors or traditional chemotherapy drugs showed a synergic effect on apoptosis enhancement in the acquired resistant FLT3-ITD^+^ AML cells. Our data provided an alternative combination therapeutic strategy in the treatment of relapsed/refractory FLT3-ITD^+^ AML.

In conclusion, our study improves our understanding of mechanisms underlying the function of YAP1 as an oncogene versus tumor suppressor gene in specific genetic contexts and identifies a novel HDAC10/YAP1/PARP1 axis that mediates drug resistance of FLT3-ITD^+^ AML. Our work provides a basis for advanced testing of YAP1 deacetylation by chidamide *in vivo*.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196258.

# Supplementary material for: Deacetylation of YAP1 Promotes the Resistance to Chemo- and Targeted Therapy in FLT3-ITD+ AML Cells
**Source:** Front Cell Dev Biol. 2022 May 17;10:842214. doi: 10.3389/fcell.2022.842214
**Supplement:** Supplementary file 2

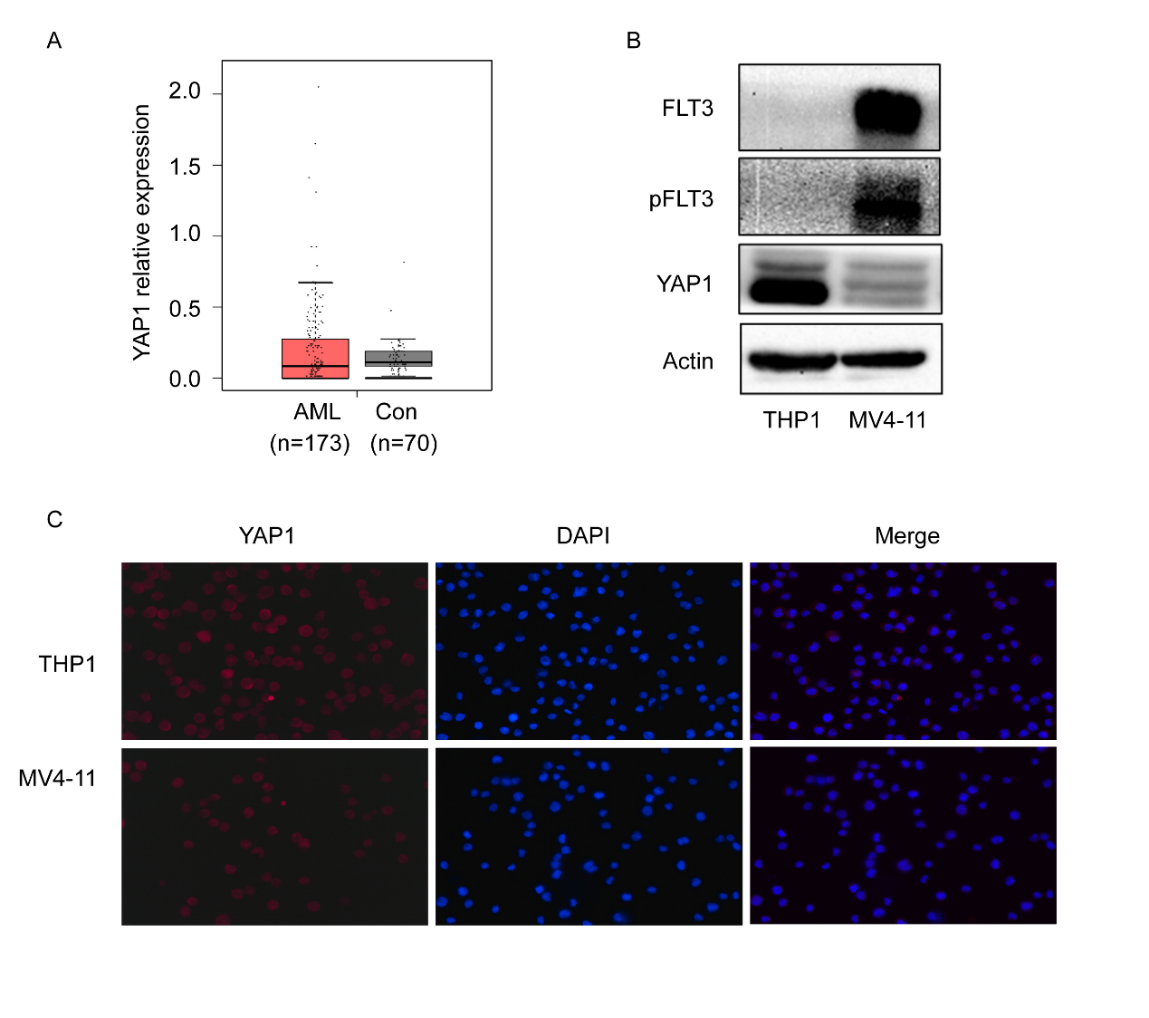

**Supplementary Fig. 1** **Expression of YAP1 in FLT3-ITD^WT^ THP1 and FLT3-ITD^+^ MV4-11 cells. A** YAP1 expression in AML patient samples (n = 173, red) and control BM samples (n = 70, grey) from TCGA database. **B** western blot & **C** Immunofluorescence analyzed the protein level of YAP1 in THP1 cells and MV4-11 cells.

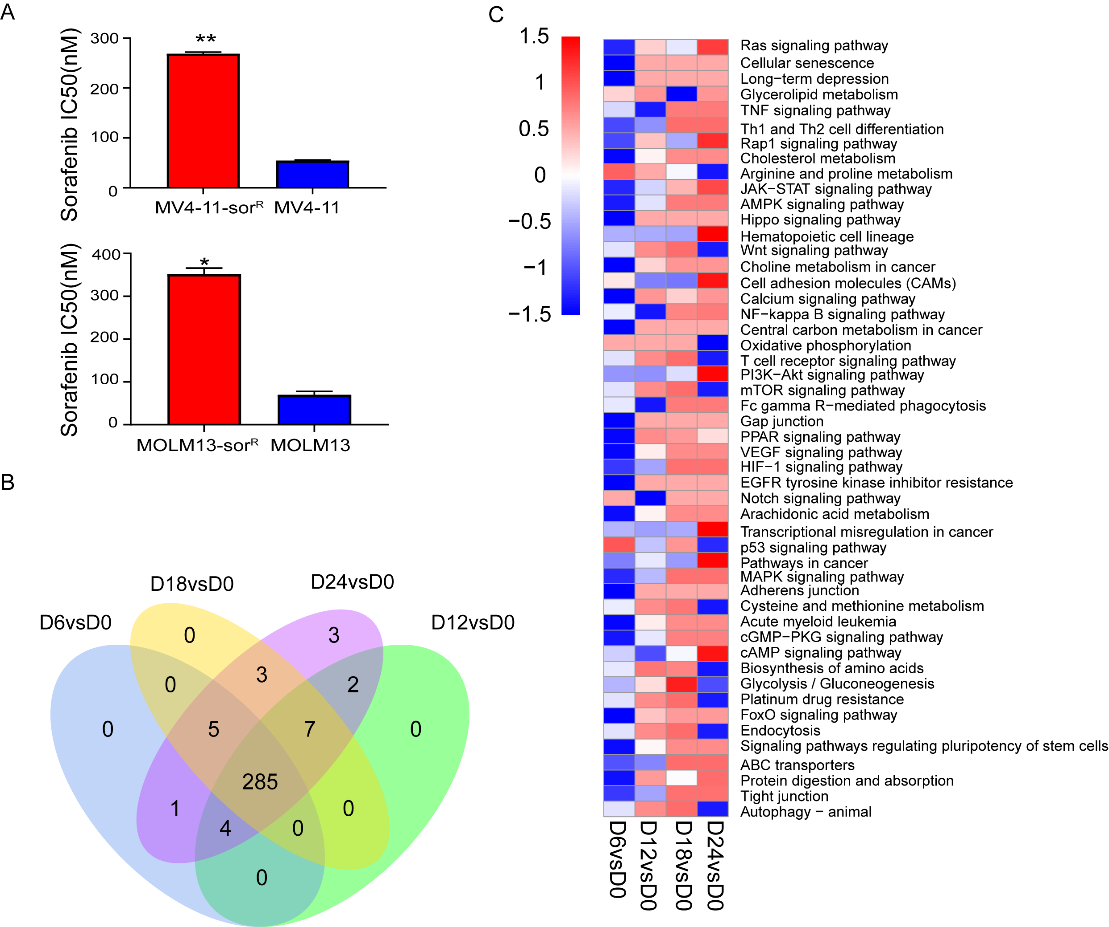

**Supplementary Fig. 2 Hippo/YAP1 is closely associated to the drug sensitivity of FLT3-ITD^+^AML cells. A** IC50 values of MV4-11-Sor^R^ cells and MV4-11 cells were calculated according to cell growth inhibition after 48 h treatment with serial dilutions of Sorafenib. **B**The schematic outline of overlap KEGG pathway. MV4-11 cells were cultured with sorafenib (10nM) for 24 days. RNA sequence sorted out functional categories of altered KEGG pathways at day 6, day 12, day 18 and day 24 post-drug treatment compared to day 0. **C** Heatmap diagram showed the top fifty identiﬁed pathways of the overlap KEGG pathway.

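The comparisons with day 0 called 2544 genes at day 6 (1764 higher and 780 lower), 2592 at day 12 (1954 and 638), and 2500 at day 18 (1806 and 694). Over the 4 comparisons, 8327 genes were called at least once, and 4154 of them at day 24 only. In all 4 comparisons, 1023 genes were called in the same direction, 822 higher and 201 lower. An assumed biological coefficient of variation of 0.4 left 3 of these shared calls. At that value most calls at days 6, 12, and 18 were lower, the opposite of the split above. There were 5 higher and 33 lower at day 6, 4 and 21 at day 12, and 1 and 4 at day 18. All 4 comparisons use the same day 0 library, so shared calls arise without any effect of the drug. In 10 simulated sets of 5 unchanged libraries, no gene was called in all 4 comparisons where the libraries differed by counting error only. The mean number was 15.9, with a maximum of 24, at a simulated coefficient of variation of 0.2, and 433, with a maximum of 476, at 0.4. The authors' deposited table holds 345 genes that pass the cutoffs in all 4 comparisons, 250 higher and 95 lower.

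A slope over the 5 days was also fitted for each gene with edgeR's quasi-likelihood test, which leaves 3 residual degrees of freedom. After Benjamini-Hochberg adjustment 0 of the 16136 genes had a slope, and 3848 had one at an unadjusted p-value under 0.05. Without the day 18 library the same test gave 4203 genes, 1941 rising and 2262 falling, and without any other single library it gave 0. The functional categories behind the heatmap were not analysed here.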

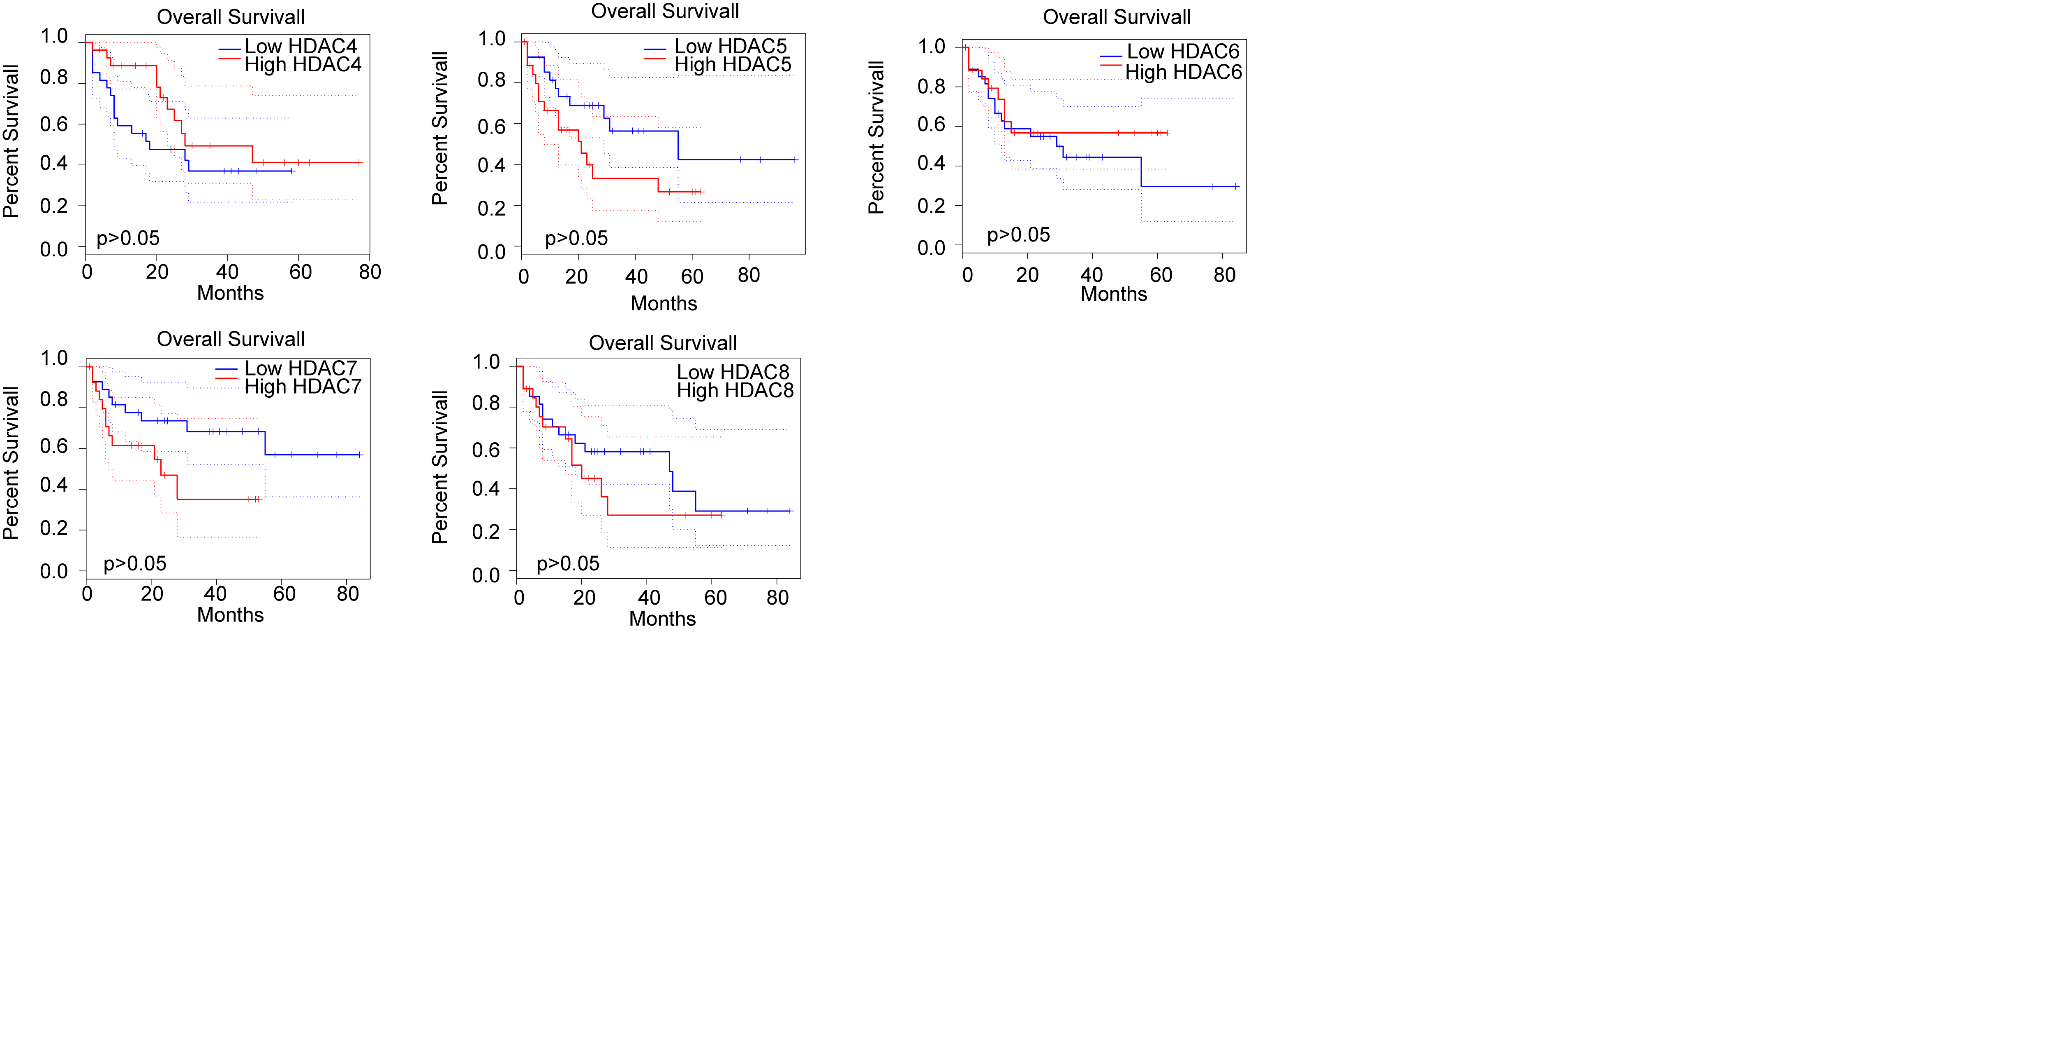

**Supplementary Fig. 3 OS analysis of AML patients using the expression of HDAC4, 5, 6, 7, 8 from TCGA database.**

**Supplementary Table 1: Clinical characteristics of FLT3-ITD^+^ AML patients**

How the deposited data were processed for this re-analysis (not part of the article)

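RNA of MV4-11 cells was measured in 5 libraries, 1 each for day 0 (untreated) and for days 6, 12, 18, and 24 of 10 nM sorafenib. The day of each library was taken from the sample labels, and the legend of Supplementary Fig. 2 gives the same dose and the 24 days of culture. Library kit and enzyme steps differ between the methods and the labels, and neither says whether counting used the strand. The paper calls the day 24 cells MV4-11-SorR, while its methods describe resistant lines made by stepwise selection; the values here belong to the cells cultured in 10 nM sorafenib.

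The table held several units. The authors deposited raw counts per gene, which are whole numbers with no normalization. The authors' FPKM are those counts divided by gene length and by a library total. That total was 0.905, 1.01, 1.04, 0.963, and 1.18 times the sum of counts at days 0, 6, 12, 18, and 24, so the deposited FPKM already hold a normalization between libraries. The authors' normalized counts, a signal given for each comparison of 2 libraries, are the counts divided by a factor per library and were used only to learn what they hold. The log2 fold changes and p-values of the deposited comparisons are the authors' own. They were copied for the comparisons with day 0 and are marked as theirs wherever printed. A further 12 columns of per-sample values, the normalized counts of comparisons between treated days, were not used. Genome build and annotation were found by matching the table to GENCODE 29, where 58735 of 58735 genes had the same identifier, start, and end. Transcript lengths and GC contents were then taken from that annotation and genome for 16131 of the 16136 tested genes.

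Counting and normalization from there used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, and limma 3.58.1. TMM factors were 0.909, 0.998, 1.02, 0.963, and 1.12 for the 5 libraries in order of day. Genes with at least 50 counts summed over the libraries were kept. For a pair of libraries, edgeR's exact test was run with a dispersion of 0, which allows for counting error only, with Benjamini-Hochberg adjustment, an adjusted p-value under 0.05, and a log2 ratio beyond 1. edgeR stops at a dispersion of exactly 0 on some genes with very unequal counts, so 1e-12 was entered. Wherever 0 could be run, the calls were the same. With 1 library per day, no test here speaks of the conditions, and no p-value is given for single genes or lists except those of the authors' deposited table. Where a gene had 3 counts or fewer in one of the 2 libraries, its ratio was computed against 3 counts and is a bound. The slope over days came from edgeR's quasi-likelihood test. All 60 distinct orders of the 5 libraries were fitted in the same way to see how often chance order gives as many genes.

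The genes named in the text were chosen by a rule: the genes the paper names (YAP1, PARP1, VCP, FLT3, HDAC1 to HDAC11, SIRT1), the core Hippo genes, and the 5 largest rises and 5 largest falls from day 0 to day 24 among protein-coding genes with a mean of at least 100 counts per library that lay on one side of day 0 on all 4 treated days. MAPK12 was added after its overlap with HDAC10 was seen. Ratios of single genes are also placed by percentile among the 1000 genes nearest in mean expression. Gene lists were written for core Hippo genes, YAP/TEAD target genes, DNA repair genes, FLT3 signalling output genes, proliferation genes, myeloid maturation genes, handling stress genes, class I, II and IV HDAC genes, sirtuin genes, and replication-dependent histone genes. The median log2 ratio of each list was placed among 10000 random lists of the same size matched on mean expression in 20 bins. A resampling of each list's genes, 1000 times, gave a 95% interval of its median, which describes the spread over genes and not over libraries. A trend with transcript length was fitted by lowess with a span of 0.3 and subtracted.

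The rule for named genes, the lists, the tests, the thresholds, and most alternatives were set before the data were examined. Those alternatives were DESeq2's size factors and the total count in place of TMM, at least 500 counts over the libraries or no filter on low counts, assumed biological coefficients of variation of 0.1, 0.2, and 0.4, the authors' FPKM with pseudocounts of 0, 0.1, or 1, the mean over the 4 treated days in place of day 24, DESeq2's Wald test or the order of the libraries for the slope, and each library left out of the slope. Removing the length trend, removing length and GC trends together, and removing the length trend at a coefficient of variation of 0.2 were chosen after seeing the data. A likelihood ratio test with an offset per gene was used for these.

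The tests were tried on simulated counts for the 16136 genes, drawn from the real means and library sizes, with 200 genes changed by a factor of 4. The comparison of 2 libraries recovered 92.0% of the changed genes with 1 false call where only counting error was simulated, and 93.5% with 495 false calls at a simulated coefficient of variation of 0.2. Assuming that value in the test lowered the false calls to 6 and the recovery to 74.0%. The slope test recovered 93.5% and 85.0% of the changed genes in these 2 cases, with 15 and 3 false calls. The planted changes followed a straight line over the days on the log scale, and no simulated library stood apart from the rest. The recovery therefore does not give the power of the slope test in the real libraries. In a simulated library with a planted length trend, 1396 unchanged genes were called before the trend was removed and 2 after, with 92.5% of the changed genes recovered.

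The mass spectrometry tables of the supplement were read to count proteins and to look up PARP1 and VCP. Their 3 sheets are the YAP1 pull-downs of control cells and of YAP1-overexpressing cells and an IgG pull-down, and the paper's score cutoff of 1.5 was applied. KEGG pathway sets, patient data, and the other cell experiments of the paper were not analysed here.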

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

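The tests of transcript length on the largest rises and on the myeloid maturation genes were chosen only after these results were seen.

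The paper does not discuss the 5 genes with the largest rises from day 0 to day 24. Their log2 ratios were 5.37 for CDHR5, 5.10 for CNR2, 4.83 for CARNS1, 4.77 for SPATC1, and 4.65 for SDK2, each in 1 library per day. At day 24 they had 18.9, 21.9, 19.5, 8.75, and 192 CPM of scaled counts, well above the limit that a count of 0 allows. The gene length trend of the day 24 library argues little here, since the smallest of the 5 ratios was still 3.78 for SDK2 once the trend was removed. Reads shared with an overlapping gene also account for little of the exon sequence, at most 9.82% of exon bases, in SPATC1. Cells of another type would bring their abundant transcripts, but 0 genes reached 10 CPM in the day 24 library while having at most 3 counts in each other library. At 1 CPM there were 51 such genes at day 24, against 7 at day 0 and 0 on the other days, so closely related cells or a small share of other cells stay open. The genes were picked for rising on all 4 treated days, so that shared direction is no evidence, but the size of the earlier rises is. At day 6 the log2 ratios of CDHR5, CNR2, CARNS1, SPATC1, and SDK2 were already 2.48, 3.84, 2.72, 3.93, and 1.20. The lower ends of their intervals were 1.50, 3.07, 1.94, 2.84, and 0.94. At day 18 the ratios were 1.26, 3.33, 2.48, 4.04, and 1.39 in the same order, with a lower end of 0.15 for CDHR5. A property of the day 24 library alone does not give these values, though it stays open for the further rise from day 18 to day 24, which was 4.11 for CDHR5 and 3.26 for SDK2. A response to sorafenib, a change in the cells over time in culture, and a property of the day 0 library, which all ratios share, remain, and without untreated cells on the later days they were not tested.

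The myeloid maturation genes moved in opposite directions on different days. For the 19 genes used, the median log2 ratio to day 0 was 0.42 at day 6 and -0.50 at day 24, and the intervals over genes lay on opposite sides of 0. The medians of day 12, at -0.24, and day 18, at 0.80, alternate as well, but their intervals over genes, from -0.78 to 0.11 and from -0.04 to 1.01, include 0. These medians lay at percentiles 99.4, 13.4, 100, and 9.65 of random lists for days 6, 12, 18, and 24. With lists matched on transcript length as well, the day 24 median lay at percentile 22.5, where the random lists had a median of -0.29. The difference between days was not tested, since each day is 1 library, and 10 lists on 4 days were looked at. Removing the length trend left the day 24 median at -0.35 and the day 6 median at 0.30, so the length trend alone may not account for the change of sign. The sign of both medians was the same under each of the 6 alternatives tried. An effect of sorafenib that varies with time stays open, as does the state of the culture on the day of collection.

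The replication-dependent histone genes had a median log2 ratio of -0.30 at day 12 and 0.74 at day 18, over 10 genes. This difference was not tested either. Among the genes with at least 500 counts, the medians were -0.12 and 1.299, and with the length trend removed they were -0.50 and 0.73. Their percentiles among random lists were 3.67 at day 12 and 88.6 at day 18, so the day 18 median does not stand apart from lists of equal expression. Most of these transcripts lack a poly(A) tail, and how the kits named in the methods and in the labels select RNA was not examined, so a difference in RNA selection between libraries and a difference in the share of dividing cells both stay open.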

How the results depend on the processing

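Removing length or GC trends was chosen only after the results were seen. No paired analysis was possible because each day has 1 library. The cause of each change below was not tested unless stated.

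Counts of changed genes moved most with the error assumed. At an assumed biological coefficient of variation of 0.4, the genes changed against day 0 were 1024 at day 24, 5 at day 18, 25 at day 12, and 38 at day 6, with 3 genes in all 4 comparisons. At 0.2 they were 928 at day 18, 1183 at day 12, and 1027 at day 6, with 365 in all 4, while day 24 kept 6543 calls. With the length trend removed and 0.2 assumed, the counts were 1023 at day 18, 1291 at day 12, and 1156 at day 6, with 413 in all 4 and 5770 at day 24. With at least 500 counts over the libraries, which tests 10922 genes, they were 3900 at day 24, 1081 at day 18, 1084 at day 12, and 1059 at day 6, with 537 in all 4; fewer genes were tested there. The other settings stayed within 1.5 times of the reported counts, with 6256 to 9501 genes at day 24. Scaling to the total count left the day 24 count at 7175, but 67.2% of those calls were higher, against 53.5% with TMM. Under that scaling 78.3% of the calls were higher at day 18, 83.9% at day 12, and 77.0% at day 6.

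The slope over days gave 41 genes without a filter on low counts, 925 with DESeq2's Wald test, and 4203 without the day 18 library. The other 7 settings gave 0 genes, as reported. They include the slope on the order of the libraries, which is the same fit because the days are evenly spaced. That setting therefore could not change the result. Leaving out single libraries other than day 18 gave between 852 and 3521 genes at an unadjusted p-value under 0.05.

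The log2 ratios of the 6 HDAC genes at day 24 kept their sign in all 36 alternatives, and 21 of them moved beyond the counting interval. Scaled to the total count, the ratios were 1.82 for HDAC4, 1.33 for HDAC5, 0.93 for HDAC6, 1.12 for HDAC7, and 1.80 for HDAC8. From the authors' FPKM with a pseudocount of 1, which shrinks ratios of low values by construction, they were 1.25, 0.88, 0.48, 0.59, and 0.64 for the same genes, and HDAC5 was 0.94 with no pseudocount. The mean over the 4 treated days was 0.83 for HDAC4, 0.62 for HDAC5, 0.67 for HDAC7, 0.49 for HDAC8, and 1.15 for HDAC10. With the length trend removed the ratios were 0.82 for HDAC4, 0.79 for HDAC5, 0.41 for HDAC6, 0.43 for HDAC7, and 1.20 for HDAC8. The day 24 ratio of HDAC10 rose from 0.61 to 0.90 in that setting, above HDAC4. It was 0.91 when scaled to the total count and 0.21 from the FPKM with a pseudocount of 1. These day 24 values of HDAC10 lie within its counting interval.

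Some ratios changed sign at day 24. Scaled to the total count, SIRT1 was 0.0214, TEAD2 0.26, AMOT 0.0525, RASSF1 0.0599, and STK38L 0.26. From the authors' FPKM, STK4 was -0.0330 with no pseudocount and -0.0310 with a pseudocount of 1, and LATS2 was -0.0330 and -0.0272. With the length trend removed, STK4 was -0.33, LATS2 -0.22, MOB1A -0.0720, TEAD2 0.32, RASSF1 0.24, TAOK1 -0.32 (0.68 before), and MAP4K4 -0.44.

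Of the list medians at day 24, the core Hippo genes changed sign to -0.0190 and -0.0323 with the authors' FPKM and pseudocounts of 1 and 0.1, and to -0.22 with the length trend removed. Scaling to the total count turned the DNA repair genes to 0.0838 and the replication-dependent histone genes to 0.0715, and moved the proliferation genes to -0.88 and the sirtuin genes to -0.0204. Removing the length trend moved the proliferation genes to -0.95. On earlier days, the core Hippo genes at day 12 were 0.0480 when scaled to the total count, the sirtuin genes at day 12 were -0.0271 among genes with at least 500 counts, and the replication-dependent histone genes at day 6 were -0.0358 with the length trend removed. In total, 551 alternatives were tried, of which 395 kept the result, 132 moved it, and 24 reversed its sign. The 395 include the slope on the order of the libraries, which could not differ. They also include settings that could hardly differ, so the number overstates the agreement. DESeq2's size factors moved the median log2 ratio of the tested genes by at most 0.015 from TMM. The filter at 500 counts left the medians of the DNA repair and proliferation genes the same on every treated day.

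Depth limits the genes with few counts. HDAC10, with 60 counts at day 0 and 94 at day 24, has an interval of its day 24 ratio from 0.12 to 1.10, which holds the ratios of HDAC5, HDAC6, and HDAC7 and lies below those of HDAC4 and HDAC8.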

Differences from the paper's values

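The score cutoff was left out only after the counts were seen.

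The paper gives 36 proteins shared by the YAP1 pull-downs of control and YAP1-overexpressing cells (Figure 3A). With the legend's Sequest HT cutoff of 1.5 applied to both lists, 23 proteins were shared. None of the alternatives set before the data were examined concerned this count. With no cutoff, a setting chosen after seeing the values, the lists shared 36 proteins, 155 were only in the control list, and 84 only in the list of YAP1-overexpressing cells. The paper gives 155 and 85 as the proteins of the 2 pull-downs, and with the cutoff the whole lists held 135 and 86. Its 155 and 36 equal the control-only and shared numbers without the cutoff, and its 85 is close to the 84. Its numbers thus fit the separate parts without the cutoff better than whole lists with it.

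The paper names PARP1 and VCP among the shared proteins. VCP had scores of 1.77 and 1.95, above the cutoff. PARP1 had a score of 0 in both lists, from 1 peptide in each, and is shared only without the cutoff. YAP1 itself had 0 rows in the control list, in the list of YAP1-overexpressing cells, and in the IgG list. These lists therefore do not show that YAP1 was pulled down, and the reason was not examined.

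In Figure 4A, HDAC5 lies among the genes that were not called. Here its log2 ratio of 1.03 at day 24 passes the cutoff of 1 with TMM scaling and counting error only, and the authors' deposited table gives 0.88. The ratio was 0.88 here from the authors' FPKM with a pseudocount of 1.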

Other observations

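The tests of trends with length and GC content on the day 24 library, of the depth behind YAP1, and of stress and of day 0 in the FLT3 signalling output genes were chosen only after these results were seen.

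The day 24 library stood apart from the other 4, with 7172 calls against day 0 where day 18 had 2500. Several technical explanations were tested against this. With the trend of the log2 ratio with transcript length removed, 6376 genes were called at day 24 and 2558 at day 18, so a length trend alone does not bring day 24 to the level of the others. GC content had a Spearman's rho of 0.0261 with the day 24 ratio across genes, against 0.345 at day 18. After thinning every library to the smallest total, 7017 genes were called at day 24 and 2362 at day 18. Without the ribosomal protein genes and the 100 genes with most counts, the numbers were 7082 and 2499. Genomic DNA would put reads on silent genes, but 4.99% of 381 olfactory receptor genes had a count at day 24, against 6.30% at day 6 and day 18. The summed counts on these genes go the other way, with 146 at day 24 against 72, 81, 61, and 84 at days 0, 6, 12, and 18, so a small amount of genomic DNA stays open. Of cells of another type, 0 genes at 10 CPM or more were private to day 24, but 51 were at 1 CPM, against 7 at day 0 and 0 on the other days, so a small share of other cells, or closely related cells, stays open too. A change in the cells under 24 days of sorafenib stays open as a hypothesis. So do a difference in handling or RNA quality of that single library, and a change of the cells in culture without the drug, none of which the 5 libraries can separate.

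The trend with transcript length at day 24 had 2 candidate explanations tested. The share of counts on 78 ribosomal protein genes was 4.46% at day 24, against 10.9%, 10.2%, 10.2%, and 13.3% at days 0, 6, 12, and 18. Without ribosomal protein, respiratory chain, and mitochondrial ribosomal protein genes, rho was still 0.508, so these genes are not the whole of it. A length effect of the library that is blind to gene function would be seen in each class of gene. Among the tested genes, rho was 0.455 for 12351 protein-coding genes, 0.194 for 1151 pseudogenes, 0.0714 for 13 mitochondrially encoded messages, and -0.0385 for 2251 long non-coding genes. The shortest decile of transcripts rose on all 4 treated days, by a median log2 ratio of 0.31 at day 6, 0.36 at day 12, 0.33 at day 18, and 0.87 at day 24, against the direction of the trend. RNA quality of the day 24 sample was not tested. HDAC4 kept 54.4% and HDAC8 80.2% of the log2 ratio at day 24 when the length trend was removed, so the trend may explain a part of both rises and not the whole.

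YAP1 had no count in any library, although the paper measures its transcript and protein in parental and resistant MV4-11 cells by other assays (Figures 2A–C). Too few reads would explain this only below the limit of 0.149 CPM in the shallowest library. Another gene on the opposite strand overlaps 9.97% of the exon bases of YAP1, so discarded shared reads could account for a small part of its length only. The FPKM of YAP1 were 0 as well, and the authors' deposited table gives no comparison for it. A fall of YAP1 under sorafenib cannot be measured from these counts. The YAP/TEAD target genes, of which 12 of 22 had enough counts, had median log2 ratios of -0.32, 0.09, 0.07, and 0.42 at days 6, 12, 18, and 24, the last at percentile 90.2 of random lists and with an interval over genes from -1.16 to 1.49. With the length trend removed that median was 0.0718, and against lists matched on length as well the 0.42 lay at percentile 70.3.

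PARP1, on chromosome 1 of GRCh38 from 226360691 to 226408079, fell by 0.73 on the log2 scale at day 24, from 10040 counts to 6219, with an interval from -0.78 to -0.69, and lay at percentile 35.0 of the genes nearest in expression. VCP, on chromosome 9 from 35056064 to 35073249, had a log2 ratio of -0.60. In the authors' deposited table, PARP1 had a log2 fold change of -0.88 (adjusted p = 0.0889) and VCP -0.75 (adjusted p = 0.158). These adjusted p-values compare 1 library with 1 library and rest on an assumed spread between replicates. The paper reports PARP1 protein and transcript after YAP1 was raised or lowered, which is another condition. FLT3 had a log2 ratio of 0.22, and SIRT1 -0.28. Scaled to the total count, PARP1 was at -0.43, VCP at -0.30, and FLT3 at 0.52, beyond the counting intervals. The 67 DNA repair genes had medians of -0.23, -0.22, -0.56, and -0.22 on the 4 treated days. Scaled to the total count, the medians were -0.10, -0.05, -0.47, and 0.08, so the last turned positive. With TMM, the day 18 median of these genes lay below all 10000 random lists, and the day 24 median at percentile 71.3. With lists matched on transcript length as well, the day 24 median lay at percentile 40.2.

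The FLT3 signalling output genes had median log2 ratios of -1.60, -1.35, -0.40, and -1.94 at days 6, 12, 18, and 24, with 25 genes used, and lay at percentiles 0, 0, 0.49, and 0 of random lists. A smaller fall at day 18 is seen in EGR1 too. Handling stress was tested as an explanation, since the handling stress genes also fell, with medians of -1.40, -1.29, -0.81, and -2.44 and percentile 0 on all 4 days. The 23 output genes that the stress list does not hold had a median of -1.78 at day 24, and the 22 stress genes outside the output list had -2.30. Less stress at collection than at day 0 and less FLT3 signalling cannot be told apart from these values, because both lists hold early response genes and 2 genes are in both. A day 0 library that alone differs from the rest would leave day 24 level with day 18, but the median of day 24 to day 18 was -1.41, at percentile 0. An inhibited FLT3 pathway in cells kept in sorafenib is a biological explanation that stays open.

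The 36 proliferation genes had medians of -0.62, -0.69, -0.86, and -1.18 on the 4 treated days, at percentiles 0, 0, 0, and 0.01, and 33 of them were lower at day 24. The 11 genes of HDAC classes I, II and IV had medians of 0.28, 0.24, 0.50, and 0.60, with 6 genes higher and 5 lower at day 24, at percentile 95.4. The intervals over genes of these medians included 0 on every treated day, and ran from -0.93 to 1.03 at day 24. With the genes so split, the day 24 median was the smallest of the rises, that of HDAC10, and not a rise shared by the list. The 7 sirtuin genes had medians of 0.04, 0.07, 0.11, and -0.32, of which the day 12 value turned negative among genes with at least 500 counts, at percentile 37.9 at day 24. The replication-dependent histone genes had medians of 0.19 at day 6 and -0.23 at day 24, and both changed sign, the first with the length trend removed and the second when scaled to the total count. Genes with at most 3 counts in 1 of the 2 libraries were 2 of the FLT3 signalling output genes and 1 of the handling stress genes at day 24, and their medians were the same with these genes at their bound.

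Chance order is not excluded as the reason for the number of genes with a slope over the days. Of the 60 distinct orders of the 5 libraries, 5 gave at least the 3848 genes at an unadjusted p-value under 0.05 that the real order gave, the real order included. The real order thus lies near the top, since the median order gave 342.5 and the largest 5482, but with 5 libraries it is not set apart at 5%. After adjustment, 2 orders gave any gene, at most 1264, and the real order was not among them.

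The p-values of the authors' deposited table for day 24 were within 1% of those of edgeR's exact test with an assumed biological coefficient of variation of 0.2, for 100% of the 25188 genes. At 0.1 this held for 6.07% of them, at 0.3 for 5.71%, and at 0.4 for 5.46%. The same test would call 5121 genes higher and 4197 lower at 0.1, 2254 and 1612 at 0.3, and 701 and 290 at 0.4. The authors' deposited table calls 11 genes between day 12 and day 6, and 5425 between day 24 and day 18.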
